# Gene expression profiling to characterize sediment toxicity – a pilot study using *Caenorhabditis elegans *whole genome microarrays

**DOI:** 10.1186/1471-2164-10-160

**Published:** 2009-04-14

**Authors:** Ralph Menzel, Suresh C Swain, Sebastian Hoess, Evelyn Claus, Stefanie Menzel, Christian EW Steinberg, Georg Reifferscheid, Stephen R Stürzenbaum

## Abstract

**Background:**

Traditionally, toxicity of river sediments is assessed using whole sediment tests with benthic organisms. The challenge, however, is the differentiation between multiple effects caused by complex contaminant mixtures and the unspecific toxicity endpoints such as survival, growth or reproduction. The use of gene expression profiling facilitates the identification of transcriptional changes at the molecular level that are specific to the bio-available fraction of pollutants.

**Results:**

In this pilot study, we exposed the nematode *Caenorhabditis elegans *to three sediments of German rivers with varying (low, medium and high) levels of heavy metal and organic contamination. Beside chemical analysis, three standard bioassays were performed: reproduction of *C. elegans*, genotoxicity (Comet assay) and endocrine disruption (YES test). Gene expression was profiled using a whole genome DNA-microarray approach to identify overrepresented functional gene categories and derived cellular processes. Disaccharide and glycogen metabolism were found to be affected, whereas further functional pathways, such as oxidative phosphorylation, ribosome biogenesis, metabolism of xenobiotics, aging and several developmental processes were found to be differentially regulated only in response to the most contaminated sediment.

**Conclusion:**

This study demonstrates how ecotoxicogenomics can identify transcriptional responses in complex mixture scenarios to distinguish different samples of river sediments.

## Background

It is a well established fact that the water quality of rivers is strongly influenced by their sediments. Sediments are frequently highly contaminated because hydrophobic chemicals, introduced to the water body, bind to particles and accumulate in the sediment. In contrast to surface waters, river sediments therefore reflect not only present, but also past contamination. Ignoring their capacity to act as a sink and as a potential source of contamination can lead to wrong conclusions concerning the characterization of current pollution levels. Therefore, sediment quality assessment has to be included as an essential integral part of any environmental risk assessment of freshwater bodies [1].

Detailed chemical analyses and sediment toxicity tests typically expose benthic organisms to bulk sediments to assess their quality [2]. The diversity of toxic substances in the environment, the complexity of possible adverse or even positive responses to exposure, and various biotic and abiotic factors that modulate a response call for a comprehensive approach that is able to analyze simultaneously several thousand measurable variables [3]. Molecular approaches, such as 'ecogenomics' [4] or 'ecotoxicogenomics' [5], may prove to be a suitable tool for facilitating the interpretation of bulk sediment toxicity data, as the molecular response of an organism is arguably more sensitive and more specific than the response at higher levels of organization. Pragmatically, the purpose of eco(toxico)genomics is to identify gene and/or protein classes which are switched on or off upon exposure, thus making it possible to detect molecular fingerprints specific to the bio-available fraction of the chemical contamination.

This study investigated the aptness of the bacterivorous nematode *Caenorhabditis elegans *as a model organism for toxicogenomic sediment testing. Various studies have previously demonstrated the general suitability of *C. elegans *in classical sediment toxicity testing [6-8] and, more recently, also in DNA microarray experiments with clear toxicological background [9-14]. However, to date, the use of microarrays has not been explored to assess sediment ecotoxicology in *C. elegans*. This paper aims to redress this shortfall by identifying changes in the gene expression of *C. elegans *exposed to three German river sediment samples of varying pollution status, namely Danube, Rhine and Elbe. Correlating the chemical composition of sediment with biological toxicity tests and global gene expression will clarify (i) whether expression patterns mirror the different levels of pollution by over-representing regulatory and metabolic pathways as well as gene classes; and (ii) if these findings support, or indeed provide a deep understanding of the biological effects observed that go beyond the classical toxic parameters of DNA toxicity and estrogenicity, as defined by the Comet and YES assays.

## Results

### Test design

The sites at the Danube (Bad Abbach), the Rhine (Bimmen), and the Elbe (Magdeburg), were selected due to differing pollution levels and patterns, previously identified in long-term survey programs and/or research programs operated by the Federal Institute of Hydrology (BfG). To study the reproductive capacity and the gene expression, *C. elegans *were exposed to the sediments of Danube (low contamination), Rhine (moderate contamination), or Elbe (high contamination). Moreover, pore water was obtained from the sediments to perform the Yeast Estrogen Screen (YES) and the comet assay to evaluate estrogenicity and genotoxicity, respectively. In addition to the bioassays, the sediment samples were analyzed for priority chemical contaminants.

### Chemical analyses characterize the Elbe sediment as most polluted

Sediments were analyzed for a variety of priority substances. According to their grain-size distribution, the three sediments are silty or sandy mud with organic contents of 2.1 to 5.3%. Fine grain-sized sediments are particularly suitable to accumulate organic compounds and heavy metals. In general, the sediments showed a clear pollution gradient (Elbe > Rhine > Danube), with the Elbe sediment being characterized by elevated organic contamination and high concentrations of heavy metals (Table 1). The Rhine sediment shows a low to moderate contamination with only copper, nickel and zinc being slightly elevated. The most prominent contaminants in the sediment of the River Elbe are organochlorine compounds. These persistent organic pollutants (POP) are DDT and its metabolites, HCH-isomers, hexachlorobenzene (HCB), octachlorostyrene (OCS) and polychlorinated biphenyls (PCB 28, 52, 101, 118, 138, 153, and 180). The total amounts of 16 PAHs were between 1.34 (Danube) and 6.10 mg/kg (Elbe), the concentrations of TBT ranged between below the detection limit < 2 (Danube) and 11.3 μg Sn/kg (Elbe). Moreover, the highest concentrations of heavy metals were detected in the Elbe sediment. It can be expected that PAHs, PCB, and other POP act as Ah-receptor agonists, whereas organotin compounds display an endocrine disrupting potential.

**Table 1:** Key chemical properties/parameters of the sediments.

	**Danube**	**Rhine**	**Elbe**
**TOC (g/kg)**	32	21	53

**N (g/kg)**	3	2	3

**S (g/kg)**	<2	<2	<2

**d.w. (%)**	42.2	38.3	40.3

**F1 (> 2000 μm)**	1.0	2.0	1.0

**F2 (630–2000 μm)**	2.0	2.0	2.0

**F3 (200–630 μm)**	3.0	50.0	11.0

**F4 (63–200 μm)**	11.0	13.0	8.0

**F5 (20–63 μm)**	13.0	6.0	27.0

**F6 (< 20 μm)**	71.0	27.0	52.0

**TPH (mg/kg)**	170	110	270

**Σ 16 EPA PAH (mg/kg)**	1.34	3.06	6.10

**Σ 7 PCB (μg/kg)**	19.2	28.0	44.7

**α-HCH (μg/kg)**	0.09	0.10	430

**β-HCH (μg/kg)**	0.12	0.94	230

**γ-HCH (μg/kg)**	0.61	0.32	56

***p, p'*-DDT (μg/kg)**	0.17	0.81	56

***p, p'*-DDD (μg/kg)**	0.76	1.10	110

***p, p'*-DDE (μg/kg)**	1.50	2.00	33

**HCB (μg/kg)**	1.60	10	56

**OCS (μg/kg)**	0.11	0.33	6.30

**TBT (μg Sn/kg)**	4.0	< 2.0	11.3

**As (mg/kg)**	10.4	18.6	41.3

**Pb (mg/kg)**	29.9	89.6	144.0

**Cd (mg/kg)**	0.64	1.26	6.9

**Cr (mg/kg)**	56.5	91.5	102.0

**Cu (mg/kg)**	51.2	70.2	136.0

**Ni (mg/kg)**	36.1	61.5	65.4

**Hg (mg/kg)**	0.48	0.5	1.5

**Zn (mg/kg)**	270	490	1060

All concentrations are units per kg dry sediment and derived from a single measurement with appropriate analytical controls. The sediment volumes differ depending on which analysis was performed and the degree of contamination (typically, between 100 mg and 2 g of dried sediment). Abbreviations of organic pollutants: TPH – Total Petroleum Hydrocarbon; Σ 16 EPA PAH (; Σ7 PCB -Ballschmitter No. 28, 52, 101, 118,138,153,180; HCH – Hexachlorcyclohexane; DDT – Dichlorodiphenyltrichloroethane; DDD – Dichlorodiphenyldichloroethane; DDE – Dichlorodiphenyldichloroethylene; HCB – Hexachlorobenzene; OCS – Octachlorostyrene; TBT – Tributyltin. Metal measurements were performed on the < 20 μm fraction.

### Ecotoxicological biotests confirm that the Elbe sediment is most toxic

#### Nematode toxicity test

The whole sediment toxicity test with *C. elegans *distinguishes the river Danube from the rivers Rhine and Elbe (Table 2). When exposed for 96 h to Rhine and Elbe sediments, inhibition of reproduction was found to approximate the toxicity threshold of 50%, clearly indicating the presence of sublethal toxicity. In contrast, only a low level inhibition of reproduction was observed in the Danube sediment suggesting that this sample is less toxic. The fact that even in the polluted sediments *C. elegans *was affected but not killed was a prerequisite for the microarray study.

**Table 2:** Whole sediment toxicity (reproduction tests with *Caenorhabditis elegans*), genotoxicity in pore water (Comet assay), and estrogenic activity in pore water (YES = yeast estrogen screen).

	**Control**	**Danube**	**Rhine**	**Elbe**
**Toxicity test **^**a**^				
reproduction	133.7 ± 21.7	90.8 ± 13.4	58.9 ± 16.4	69.3 ± 17.8
% inhibition	0	32.1	55.9**	48.1**

**Comet Assay **^**b**^				
25% pore water	7.64 ± 1.06	8.72 ± 0.63	9.28 ± 1.05	10.86 ± 0.54
50% pore water	7.06 ± 0.43	11.59 ± 1.84	13.50 ± 0.80*	13.50 ± 0.80*

**YES test **^**c**^				
EEQ [ng/L]	^-^	9.0 ± 2.26	18.8 ± 5.33	31.6 ± 11.6***

^a ^The toxicity test is based on the mean of four replicate experiments

^b ^% tail DNA (% vitality) was calculated of 100 randomly selected nuclei on two replicate slides;

^c ^EEQ values were calculated from three independent experiments (performed using 50% pore water), each consisting of three replicates;

* Significantly different to the negative control (p < 0.05);

** Significantly different to the negative control (p < 0.01);

*** Significantly different to the Danube sample (p < 0.05).

#### Comet assay

All samples had slight to significant DNA damaging potential in RTG-2 cells indicating that genotoxic substances are present in the pore water of the sediments. Consistent with the chemical contamination, the Elbe sample was most genotoxic followed by the ones from Rhine and Danube (Table 2). In each case, a clear concentration effect relationship was obvious with the highest genotoxicity in the most concentrated (50%) sample. Interference of cytotoxicity could be excluded due to the utilization of a double cytofluorescence assay, which involved simultaneous staining of cells with FDA and PI. Even in the most polluted sample (Elbe), the viability of the cells was equal or above 88%, which is in line with the general consensus that a sample is regarded as being non-toxic if cell viability is above 80% of controls [15].

#### YES test

Estrogen receptor binding potential was found in all pore water samples. Independent experiments on three consecutive days revealed mean values of 31.6 ng/L ethinyl estradiol equivalents (EEQ) for the Elbe sample, 18.8 and 9.9 ng/L for Rhine and Danube samples, respectively (Table 2). Mean background toxicity, measured as growth reduction of yeast, was negligible in all samples. The estrogenic potential differed considerably between the three sites, with a significant difference (p < 0.05; Tukey's HSD test) between Elbe and Danube samples.

Due to the low chemical burden and the corresponding biotest data, Danube sediment was confirmed to be a suitable reference sediment for further experiments. It should be noted that the use of artificial, unpolluted control sediments [16] or laboratory growth media are not without their own challenges, and will be addressed later in more detail.

### *C. elegans *exhibit reproducible transcriptional profiles when exposed to river sediments

The molecular genetic impact of the different river sediments on staged (synchronized) young adult *C. elegans*, exposed to the sediments for 48 h, was determined using a whole genome DNA microarray screening approach. 

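The transcript data came from 15 2-colour DNA microarrays, 5 for worms from Danube sediment, 5 for Elbe and 5 for Rhine. According to the Methods, each replicate was a separate exposure of 24 vials, with 0.5 g of sediment and 20000 worms per vial, for 48 h. Sediment subsamples of a river were combined, so the 5 replicates may be repeat exposures to a single sediment sample. In that case the tests do not cover variation between sediment samples of a river. The cDNA of each sediment sample, from 10 µg of total RNA, carried Cy5, and a universal reference carried Cy3 on every array. The reference was a pool of RNA from all sediment-exposed worms and the laboratory control. BlueFuse 3.4 gave 1 signal per spot and channel, without background subtraction in a later step. Every array held 22176 spots in 48 print-tip blocks, of which 19806 were gene spots and 2370 were control or empty spots.
Signal strength overlapped between the sediments, and the median array was dimmest for Danube in both channels. The median Cy5 signal of an array ranged from 1322.2 to 1621.7 (median 1408.7) for Danube, from 1432.9 to 1803.9 (median 1739.2) for Elbe and from 1455.5 to 1984 (median 1584.4) for Rhine. The median Cy3 signal ranged from 686.8 to 1053.4 (median 882.4) for Danube, from 804.1 to 1061.4 (median 996.6) for Elbe and from 985.5 to 1585.9 (median 1070.2) for Rhine. BlueFuse gave its lowest confidence grade to 55.7% of the gene spots on the median Danube array, 53.4% on the median Elbe array and 49.5% on the median Rhine array. The number of arrays and these weak spots limit the precision of every value.
Log2 ratios of sample to reference were normalized by print-tip loess, as in the Methods, with control spots at weight 0, and spots of one probe were averaged. Fold changes are differences between the means of 5 arrays per sediment on the log2 scale, each given with its standard error (SE). They were tested with limma over all 15 arrays and adjusted by the Benjamini-Hochberg method. The authors' deposited value table of the same arrays was analysed as well, and its values are named as such. Most genes that the paper names were chosen on that table's signal, so small p-values there are not independent evidence. Judged by the slide numbers in the file headers, Danube replicates 1 to 4 lay in one series of slides and Danube replicate 5 lay in the other with all Elbe and Rhine arrays. Within that series, Danube has 1 array only, so a comparison with Danube inside the series has no replicate check, and the fit with the slide series as a block rests on that array. Elbe against Rhine is a comparison within the series.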

The 19,873 oligonucleotides on the DNA microarray represent 20,445 transcripts of the *C. elegans *genome. Of these, 18,653 yielded good quality spots, of which following normalization, 13,078 genes passed stable and uniform log normal distribution settings (see Methods for details on data normalization and statistical analysis). 

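Gene families differed widely in how completely they were measured. Of 76 genes for cytosolic ribosomal proteins on the array, 72 passed the filter on spots, as did 62 of 158 cuticle collagen genes and 22 of 33 proteasome genes. Of 1355 chemoreceptor genes, which act in small numbers of sensory neurons, 277 passed it, as did 16 of 77 cytochrome P450 genes. A probe passed this filter, and its gene is called measured, if it had a spot above the lowest confidence grade on at least 3 of the 5 arrays of each sediment. This left 5347 of 19084 probes, for 5298 genes, and 13737 probes were left out. Genes that are silent in worms of one sediment fall out under this rule. The names of 18089 probes, of which 5079 were used, were matched to a current gene symbol. The authors' deposited value table holds 18653 rows, without a spot filter of this kind.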

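Large differences from Danube were found for irg-1, clpr-1, exc-13 and spp-8. irg-1, an infection response gene, had a log2 fold change of 2.69 (SE 1.04, adjusted p = 0.783) in Elbe and 4.61 (SE 1.04, adjusted p = 0.263) in Rhine worms. clpr-1 was higher by 3.37 (SE 0.73) in Elbe and by 2.28 (SE 0.73) in Rhine, and exc-13 had log2 fold changes of -2.73 (SE 0.80) and -2.27 (SE 0.80). spp-8, a saposin-like gene, had a value of 2.25 (SE 0.50) in Rhine. None of these genes passed the test after adjustment. The values of exc-13 were -0.64 and -0.18 with the slide series as a block, and that of spp-8 was 1.32. In the authors' value table irg-1 had 1.77 and 1.91 and spp-8 had 1.25.
Without any test, 1365 of the 5347 probes in Elbe and 2027 in Rhine lay at least 1.4-fold above or at or below 0.7 times the Danube mean. Over all 19084 probes the numbers were 8025 and 9110, and in the authors' value table, with 18286 identifiers, they were 7528 and 7758. A fold threshold alone does not consider the spread between the 5 exposures.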

Using Danube sediment as reference identified 4742 (Elbe) and 4999 (Rhine) transcripts that were differentially regulated by >1.4-fold. 

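After adjustment for multiple testing, F41F3.3 was the only gene that rose. Its log2 ratio was -1.35 ± 1.08 (SD, n = 5) in Danube and 1.76 ± 0.49 (SD, n = 5) in Elbe worms, a log2 fold change of 3.11 (SE 0.48, adjusted p = 0.0406), and all 5 Elbe arrays lay above the Danube mean. In Rhine worms its value was 0.11 (SE 0.48). F25E5.8 followed with 1.44 (SE 0.25, adjusted p = 0.0826) in Elbe. No gene passed in Rhine. High in the ranking by p stood W01C9.1 with 1.65 (SE 0.35), the chemoreceptor gene srh-251 with 1.26 (SE 0.27), the phosphorylase kinase gene phkb-1 with 2.22 (SE 0.54), D1054.3 with 1.203 (SE 0.29) and F36H9.2 with 0.94 (SE 0.22). In all 5 Rhine arrays these genes lay above the Danube mean. This was a condition for naming them, as it was for F41F3.3 in Elbe, and is no separate evidence. Their values in the authors' value table were lower, with 0.48 for W01C9.1, 0.63 for srh-251, 0.88 for phkb-1, 0.51 for D1054.3 and -0.014 for F36H9.2.
The limma test called 1 probe in Elbe and 0 in Rhine at an adjusted p under 0.05, while 338 and 689 probes had an unadjusted p under 0.05 against 267.4 expected by chance. With the fold thresholds added, 336 probes remained for Elbe and 685 for Rhine. The methods' t-test, which compares a pair of sediments with pooled variance, gave on the same ratios 297 and 380 probes at these thresholds, and 0 after adjustment in both. It gave 1095 and 1025 in the 18364 rows of the authors' value table, a pairing of test and values chosen after the data were seen, and again 0 after adjustment. Its p-values in that table lay within 0.002 of the paper's for 669 of 669 matched Rhine transcripts and for 211 of 723 matched Elbe transcripts. The call of F41F3.3 was lost without filtering of spots (adjusted p = 0.433), and it was kept only without Danube replicate 4 or Rhine replicate 5 when single arrays were left out. With good spots on all 15 arrays, which left 2213 probes, F25E5.8 passed in Elbe and W01C9.1 and srh-251 in Rhine, and F25E5.8 passed as well with scaling between arrays, with array weights and without the dimmest probes. The fit with the slide series as a block gave F41F3.3 a fold change of 4.06 (adjusted p = 0.158) and threshold counts of 95 for Elbe and 118 for Rhine.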

One-way ANOVA revealed that 748 and 697 transcripts were significantly (p < 0.05) altered in Elbe and Rhine, respectively (see Additional files 1 and 2). The complete dataset can be viewed in the National Center for Biotechnology Information's (NCBI) Gene Expression Omnibus (GEO) database (accession number GSE11837). The data was subjected to hierarchical clustering analyses (Figure 1). A principal component analysis (PCA) was imposed on the dataset to capture the cluster structure prior to further analysis, mainly to reduce the complexity of the data whilst simultaneously filtering out noise [17]. It shows that the five independent repetitions of each experimental trial are clustered closely together (Figure 1A, B), underlining the presence of a sound technical reproducibility. 

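Worms of one sediment resembled each other slightly more than worms of different sediments over the 5347 probes. The mean correlation of log2 ratios within a sediment exceeded that between sediments by 0.0518 (one-sided permutation test with 1e+05 relabellings, p = 3e-05). Between single arrays the Pearson correlation across probes ranged from 0.003 to 0.342 with a median of 0.128 over 105 pairs. The first 3 principal components held 20%, 13.8% and 9.3% of the variance. Elbe and Rhine arrays, which lay in one series of slides, separated by 0.0836 (exact permutation test over 126 splits, p = 0.00794, the smallest p that 5 against 5 arrays allow). Danube replicate 5, of the same series as the Elbe and Rhine arrays, correlated with Danube replicates 1 to 4 no more than with those arrays (difference of mean correlations -0.001).
Over the 921 probes past the methods' thresholds in Elbe or Rhine, the separation was 0.273, and the first 3 components held 36.5%, 15.7% and 7.5%. Repeating the choice of probes with permuted sediment labels gave a median separation of 0.291 (0.186 to 0.344), and 74 of 100 labellings reached the real value. Permuted labels chose fewer probes, with a median of 391 and at most 806, so the separations were taken over sets of unlike size. The 2185 identifiers chosen in the authors' value table separated the sediments by 0.401, against a permuted median of 0.365 (0.347 to 0.398), so that the real value lay above every permuted one. Permuted labels chose a median of 1516 identifiers there and at most 2067.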

Graphic heatmaps present an entire overview of all significantly changing genes (Figure 1C); visualized by graduated green (down-regulated), yellow (unchanged) and red (up-regulated) colors. This analysis clusters genes that display similar expression patterns. A corresponding Venn diagram (Figure 2A) illustrates the total number of genes which are significantly up- or down-regulated (≥ 1.4-fold) and reveals an increase in the number of up-regulated genes in nematodes exposed to the Elbe sediment. In contrast, exposure to the Rhine sediment resulted in an increase in down-regulated genes. 

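In Elbe worms, higher transcripts outnumbered lower ones among those past the methods' thresholds. They included kpc-1, which encodes a furin-like proprotein convertase, with a log2 fold change of 1.25 (SE 0.25, adjusted p = 0.208), F21C10.10 with 1.62 (SE 0.33), Y57G11C.14 with 1.84 (SE 0.44), R05G6.1 with 1.49 (SE 0.38) and clik-3 with 1.58 (SE 0.40). On the lower side were dss-1, a proteasome subunit gene, with -1.78 (SE 0.50, adjusted p = 0.542), npp-27 with -2.15 (SE 0.59), lmtr-5, which encodes a Ragulator subunit, with -0.98 (SE 0.30), gta-1, the GABA transaminase gene, with -1.23 (SE 0.38), and T10F2.2 and 2L52.1 with -1.19 (SE 0.33) and -1.30 (SE 0.40). None of them passed the adjustment. For each gene all 5 Elbe arrays lay on one side of the Danube mean, which was a condition for naming it and is no separate evidence.
At the thresholds, 232 probes were higher and 104 lower, a share of 69% higher. With each array's ratios centred on the median instead of loess, the split was 219 to 48 or 82% higher, and the median fold change of all probes moved from 0.08 to 0.28. It was 153 to 141 without Danube replicate 2, and 42 to 53 with the slide series as a block, where npp-27 had 0.07, clik-3 0.48, R05G6.1 0.70, T10F2.2 -0.76, Y57G11C.14 1.17 and 2L52.1 -0.27. In the value table R05G6.1 had 0.54, clik-3 0.88, npp-27 -1.23, lmtr-5 -0.23, gta-1 -0.27 and T10F2.2 -0.52. kpc-1 and F21C10.10 passed the adjustment with good spots on all 15 arrays, and F21C10.10 also with array weights. The authors' value table held 576 higher and 542 lower identifiers, and the methods' t-test on its rows, chosen after the data were seen, gave 638 higher and 457 lower.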

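Genes below Danube in Rhine worms included cat-4, which encodes GTP cyclohydrolase I, with a log2 fold change of -1.003 (SE 0.22, adjusted p = 0.263), W02G9.4 with -2.82 (SE 0.72, adjusted p = 0.338) and C16C10.1 with -1.17 (SE 0.34). The chemoreceptor gene sru-43 had -1.16 (SE 0.34), the nuclear hormone receptor gene nhr-172 -1.23 (SE 0.39), the muscle kinase gene unc-82 -0.93 (SE 0.31) and F23D12.1 -0.85 (SE 0.28). For kin-15, a tyrosine kinase gene, the probes disagreed, with -1.19 (SE 0.34) for one and 0.19 (SE 0.27) for the brighter one. None of these genes passed the adjustment. C16C10.1 had 0.26 in the authors' value table, where W02G9.4 had -1.63, unc-82 -0.53 and F23D12.1 -0.44. With a single loess curve per array sru-43 had -0.02 and nhr-172 -0.53, and under median centring cat-4 had -0.28, F23D12.1 -0.12 and C16C10.1 -0.46. cat-4 passed the adjustment with good spots on all 15 arrays and with a confidence of at least 0.5, and unc-82 had -0.45 with the slide series as a block.
Among the probes past the methods' thresholds in Rhine, 608 were higher and 77 lower, or 88.8% higher. With each array's ratios centred on the median the split was 1766 to 45, and the median fold change of all probes moved from 0.24 to 0.80. It was 66 to 52 with the slide series as a block, and 394 to 88 without Danube replicate 2. Without Danube replicate 2 and Rhine replicate 1, a choice made after the data were seen because these arrays had the widest spread of ratios, 336 probes were higher and 96 lower. The Cy5 signal without division by the reference, also chosen after the data were seen, gave 243 higher and 239 lower probes. The authors' value table, which follows that signal, held 670 higher and 656 lower identifiers by limma, and the methods' t-test on its rows, chosen after the data were seen, gave 450 higher and 575 lower.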

Interestingly, there is only a moderate overlap of genes that are differentially expressed in both sediments, namely 53 up- and 56 down-regulated genes.

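Some genes lay on the same side of Danube in both exposures. math-26 had a log2 fold change of 1.46 (SE 0.31, adjusted p = 0.234) in Elbe and 1.37 (SE 0.31, adjusted p = 0.263) in Rhine, piit-1 had 1.07 (SE 0.25) and 1.28 (SE 0.25), and the F-box gene fbxa-99 had 1.111 (SE 0.29) and 1.24 (SE 0.29). C17F4.7 had -0.92 (SE 0.21) and -0.91 (SE 0.21). None passed the adjustment in either comparison. Under median centring without loess, the Rhine value of C17F4.7 was 0.13. With the slide series as a block math-26 had 0.73 and 0.64, and in the authors' value table fbxa-99 had 0.52 and 0.65. With good spots on all 15 arrays math-26 and C17F4.7 passed in Elbe and piit-1 and C17F4.7 in Rhine, as did math-26 in both with a confidence of at least 0.5 and C17F4.7 in Elbe with array weights.
At the methods' thresholds 92 probes were higher in both and 7 were lower in both. With the slide series as a block the numbers were 23 and 32, and in the authors' value table they were 135 and 119. Independent lists of these sizes would share 26.4 and 1.5 probes. Simulated unchanged groups, set against a shared simulated control group, had 29.11 probes in common on average (18 to 45) upward and 29.45 (16 to 42) downward. Probes varied independently in this simulation, without shifts of whole arrays, so its ranges cannot show whether the observed counts exceed chance. When the Danube arrays were divided between the comparisons, a median of 31 higher and 4 lower probes were shared over 20 divisions. Across probes, which are not independent replicates, the fold changes of Elbe and Rhine correlated with r = 0.469 against 0.5 in the simulation, and their covariance was 0.121 against 0.109 (0.098 to 0.121). With divided Danube arrays the median correlation was 0.016. Leaving out Danube replicate 2 gave 51 shared higher probes, and leaving out Danube replicate 1 gave 20 shared lower probes. Leaving out any one of Danube replicates 2, 3, 4 or 5, Elbe replicate 3 or Rhine replicate 1 gave 11 to 15 shared lower probes.
The text of Additional file 6 used here lists 108 genes, 53 higher and 55 lower in both exposures. Of the 53, 31 passed the filter on spots, and 29 of these in Elbe and 30 in Rhine lay above Danube, with median log2 fold changes of 0.52 and 0.83. Of the 55, 10 passed it, and 10 in Elbe and 7 in Rhine lay below Danube, with medians of -0.48 and -0.45. The study chose these genes on the same samples, so their direction is not independent evidence. These counts were chosen after the data were seen.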

**Figure 1:**
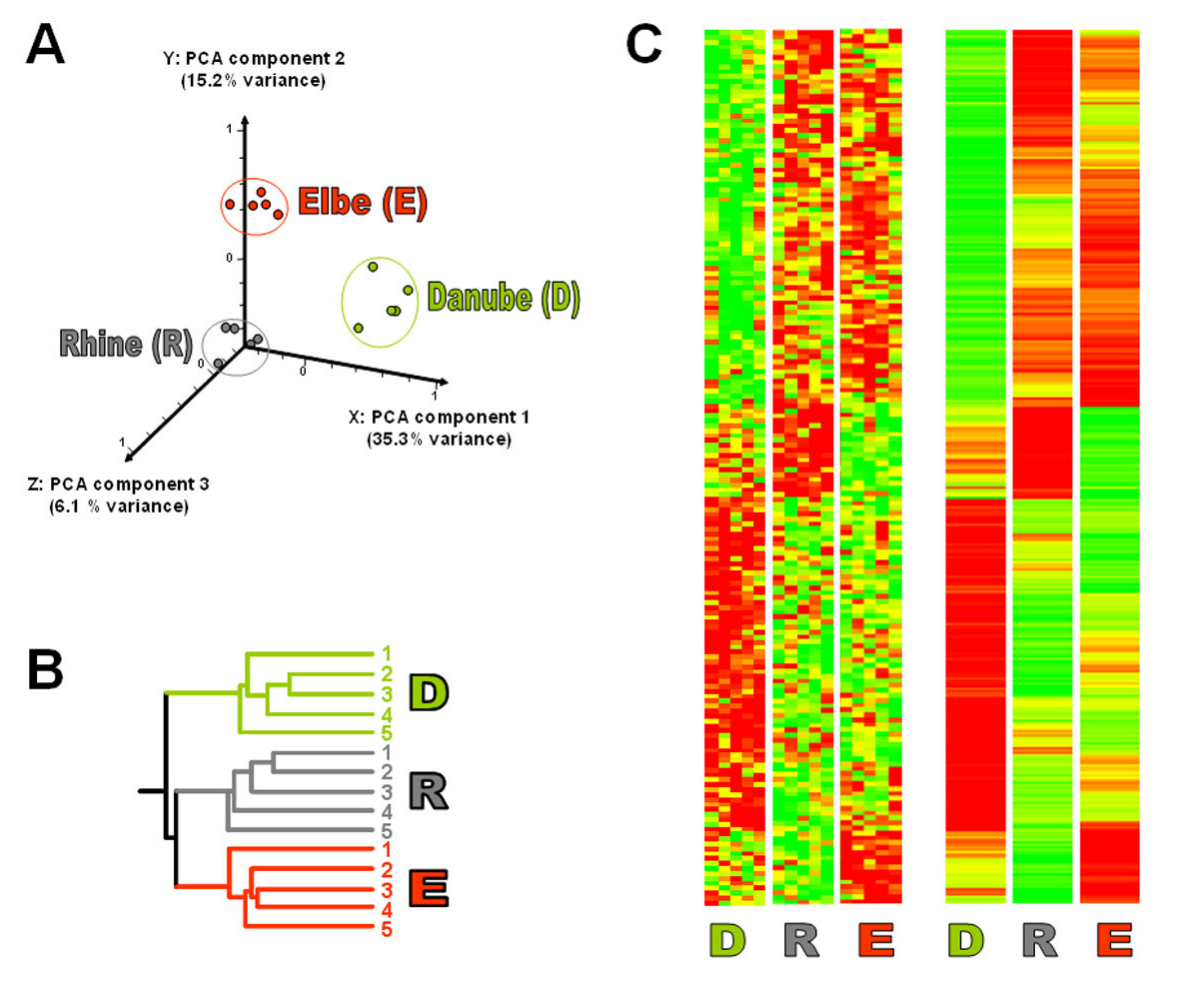
**Hierarchical cluster analysis**. Transcript profiles of 1331 *C. elegans *genes, which were found to be significantly differentially expressed as result of Elbe and/or Rhine sediment exposure (ANOVA, n = 5, p < 0.05, >1.4-fold change). The individual figures illustrate the relationship between the sediment samples to the reference (Danube sediment). (A) Principal components analysis, the first three components are included. (B) Condition tree demonstrating the relationship of the 15 individual replicates. (C) Hierarchical cluster analysis showing individual replicates (n = 5, left) and group averages (right). D – Danube sediment, E – Elbe sediment sample, R – Rhine sediment sample.

**Figure 2:**
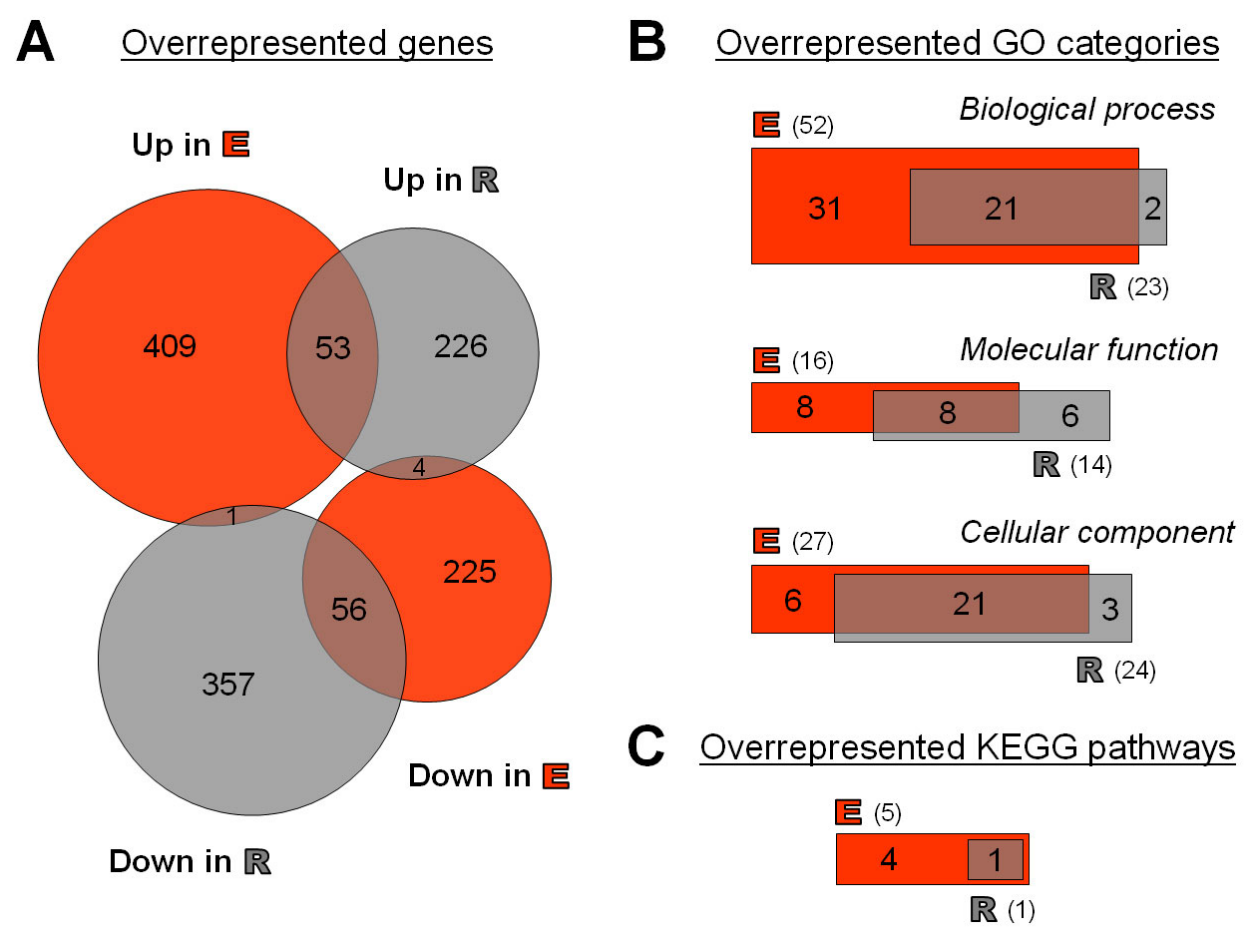
**Overrepresented genes in Venn diagrams**. Overview of genes and functional categories overrepresented in response to Elbe and/or Rhine sediment exposure. (A) Venn diagram showing the overlap of significantly up- and down-regulated genes (ANOVA, n = 5, p < 0.05, >1.4-fold change). Significantly overrepresented GO categories (B) and KEGG pathways (C) were created using Microarray Analysis Tools (p < 0.01, at least three members of an individual KEGG pathway). E – Elbe sediment sample, R – Rhine sediment sample.

### *C. elegans *exhibit specific functional gene classes overrepresented in response to river sediment exposure

The dataset was dissected further to identify categories that comprise different functionally related objects. This was achieved by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway screens. Both GO [18] and KEGG [19] are now an integral part of microarray analysis [20-22] as it is capable of extracting and summarizing information from expression data. Simple Venn diagrams (Figure 2B) summarize the number of significant overrepresented GO categories and show the level of correlation between the Rhine and Elbe samples, with a complete list of all significantly regulated GO categories shown in Additional file 3. This substantiates that both sediments display a distinctive similarity in cellular component groups but are only moderately correlated in terms of overrepresented molecular functions (see Additional files 4 and 5). Focusing on the 109 overlapping differentially regulated genes (listed in Additional file 6) these similarities become apparent by a down-regulation of catalytic activity, binding and metabolic process (GO:0003824, GO:0005488 and GO:0008152) as well as, the bi-directed regulation of cell and cell part components (GO:0005623 and GO:0044464). 

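In the direct test of Elbe against Rhine worms F41F3.3 ranked first, with a log2 difference Elbe minus Rhine of 2.99 (SE 0.48, adjusted p = 0.0626). cat-4 was higher in Elbe by 1.28 (SE 0.22, adjusted p = 0.0814) and W02G9.4 by 3.52 (SE 0.72, adjusted p = 0.138). srh-251 had a difference of -1.34 (SE 0.27, adjusted p = 0.138), W01C9.1 of -1.63 (SE 0.35), F36H9.2 of -0.96 (SE 0.22) and 2L52.1 of -1.61 (SE 0.40). None passed the adjustment. Limma called 0 probes between Elbe and Rhine, 571 had an unadjusted p under 0.05, and 133 were higher and 429 lower in Elbe at the methods' fold thresholds. With ratios centred on the median it called 4 probes, with array weights 8 and with good spots on all 15 arrays 14. Without Danube replicate 2 it called 5, without Elbe replicate 2 or Rhine replicate 3 it called 3, without Danube replicate 1 it called 2 and without Danube replicate 4 it called 1. The median difference of all probes was -0.17, and centring on the median moved it to -0.53 and the split to 69 higher and 684 lower. The split was 629 to 681 in the authors' value table, with a median of 0.04. It was 354 to 130 for the Cy5 signal alone, with a median of 0.16, and 233 to 274 with loess fitted on the kept probes, both chosen after the data were seen.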

Further evaluation of differentially regulated biological processes also reveals clear-cut differences between the nematode's responses to Rhine and Elbe sediments. The Elbe sediment modulates over twice as many categories as the Rhine sediment. This notion is supported by the KEGG pathway analysis where five KEGG pathways are overrepresented in response to Elbe sediment exposure, but only one pathway (starch and sucrose metabolism) in response to the Rhine sediment (Figure 2C; Figure 3). 

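Of the 29 genes in Figure 3, 18 passed the filter on spots, and their log2 ratios in Elbe differed from Danube by between -0.24 and 0.56. In the authors' value table the 29 genes lay between -1.46 and 1.93 in Elbe. For all 18 of these genes the value table gave the larger difference in Elbe, and for 21 of the 29 both gave the same sign there. The study's own folds follow the value table and it chose these genes on them, so a larger difference there is not independent evidence. The figure of the paper lists rps-24, rps-20, ddx-23 and tre-2 for Rhine only, and their Elbe values are included in these ranges and counts. The starch and sucrose genes ddx-23, C28H8.3, Y54E2A.6 and D2096.3 (aagr-1) belong to the 29. ddx-23 had log2 fold changes of 0.62 (SE 0.52) in Elbe and 0.60 (SE 0.52) in Rhine, with the lowest grade on 6 of 15 arrays and outside the filter, 0.26 and 0.25 without Danube replicate 3, and 0.87 (SE 0.36) in the value table for Rhine. C28H8.3 had 0.29 (SE 0.33) in Elbe as a ratio and -0.73 (SE 0.36) in the value table. Y54E2A.6 had -0.69 (SE 0.42) in Rhine as a ratio and -1.64 (SE 0.44) in the value table, and aagr-1 had 0.13 (SE 0.49) and -1.10 (SE 0.43) in Elbe. The ratio of Y54E2A.6 in Rhine was -0.32 without Rhine replicate 1, and that of aagr-1 in Elbe was -0.16 without Danube replicate 2 and turned without Elbe replicate 2 or 3 as well. None of the 29 genes passed the adjustment in either set of values.
Gene groups were tested as 31 lists with limma's camera at a preset correlation of 0.01 between genes, over 5298 genes. Cuticle collagens ranked above the other genes in Elbe, with 45 of 62 measured genes above Danube and 9 past the methods' thresholds (adjusted p = 0.012, and adjusted p = 0.96 with an estimated correlation). Proteasome genes ranked above the other genes in Rhine, with 20 of 22 above Danube and 9 past the thresholds (adjusted p = 0.029, and adjusted p = 0.766 with an estimated correlation). This list does not hold the proteasome subunit gene dss-1, with a log2 fold change of -0.73 (SE 0.50) in Rhine. No other list passed an adjusted p of 0.05 by camera in either comparison. The collagen call was lost without Danube replicate 1 or Elbe replicate 3, the proteasome call without Danube replicate 1 or 3 or Rhine replicate 3 or 5, and both with the slide series as a block, without the dimmest probes and with loess fitted on the kept probes, the last chosen after the data were seen. The collagen call was also lost with a single loess curve per array and without filtering of spots, and the proteasome call with median centring, with good spots on all 15 arrays, in the value table and with the Cy5 signal alone, the last again chosen after the data were seen. Other lists passed under other settings only. In Elbe these were heat shock genes with a single loess curve per array and in the value table, sperm genes under median centring, ribosomal genes with the slide series as a block and in the value table, and metal response genes and, ranked below other genes, chemoreceptors with a confidence of at least 0.5. With the Cy5 signal alone, sperm and ribosomal genes and, with a median of -0.04, nuclear hormone receptor genes passed in Elbe. In Rhine ribosomal genes passed under median centring, and lysozymes passed with stricter filters on spots. Fry, which asks whether the genes of a list move one way on balance without comparing them with other genes, passed the proteasome (adjusted p = 0.0219), C-type lectins and cuticle collagens (both 0.0331) in Rhine and no list in Elbe. No single member of any list passed the adjustment over all genes.
Camera compares a list with all other genes, so a list with a median above 0 can rank below them. In Rhine this was so for ribosomal, starch, P450, glutathione S-transferase, lysozyme, oocyte, cuticulin, intestine, neuropeptide, chemoreceptor, nuclear hormone receptor and histone genes. In Elbe it was so for UDP-glucuronosyltransferase, antioxidant, cuticulin, neuropeptide, chemoreceptor, fatty acid, insulin and histone genes. The authors' value table with 17791 genes gave calls for ribosomal, heat shock and collagen genes in Elbe (collagens adjusted p = 0.0292) and none in Rhine. With an estimated correlation all of these calls were lost (adjusted p = 0.712 for ribosomal, 0.276 for heat shock and 0.161 for collagen genes). The paper states from its GO biological processes that the Elbe sediment modulates more categories than the Rhine sediment, and adds to this reasoning that more KEGG pathways were overrepresented in Elbe.

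**Figure D1:**
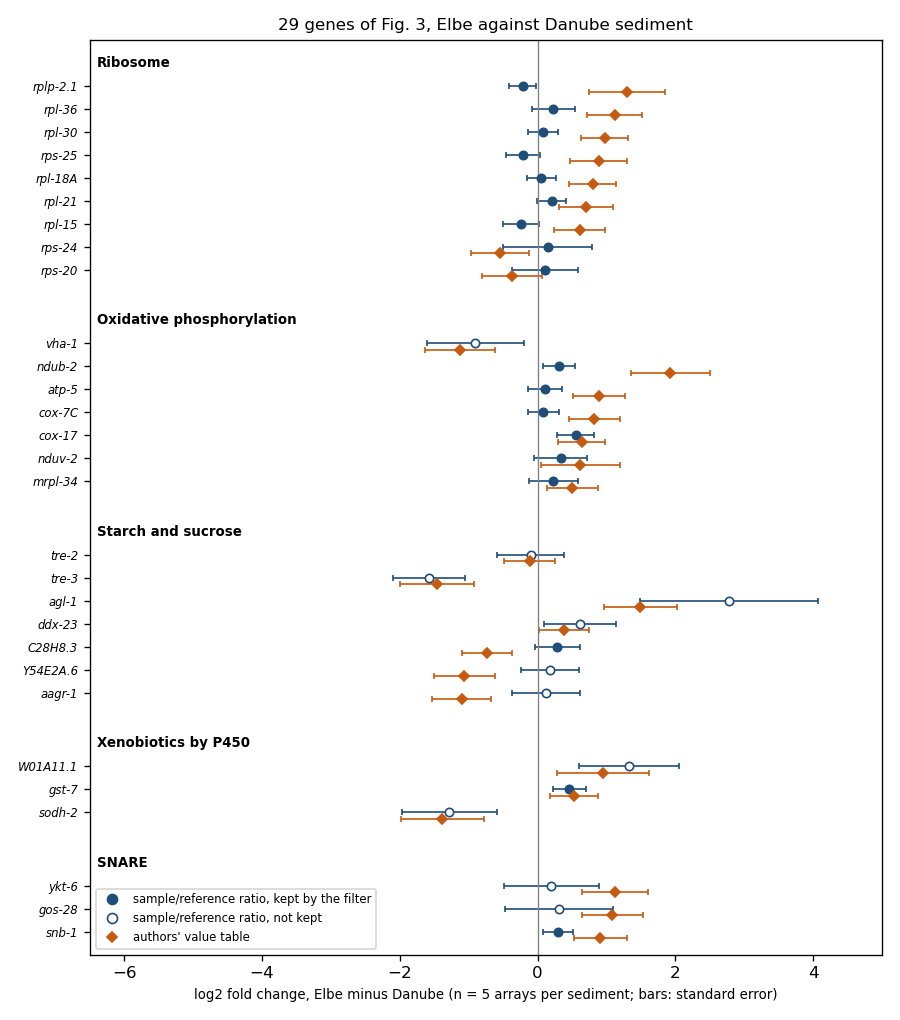
Log2 fold change of Elbe against Danube (x axis) of the 29 genes of Figure 3 (y axis), by pathway. Circles are sample/reference ratios, filled for the 18 genes that passed the filter on spots and open for the 11 that did not, diamonds are the authors' value table, and bars are standard errors (n = 5 arrays per sediment). Elbe values are drawn for every gene, also for rps-24, rps-20, ddx-23 and tre-2, which the paper lists for Rhine only. The filled circles lie between -0.24 and 0.56, and the diamonds lie between -1.46 and 1.93.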

Elbe and Rhine, but not of Danube sediments, induce several phase 1 or phase 2 metabolism genes (including P450s, GSTs, UGTs) or heat shock proteins (Additional files 1 and 2) and differentially regulate genes that overlap with other ecotoxicogenomic studies (Additional file 8). Moreover, GO categories GO:0016491 (Oxidoreductase activity), GO:0016787 (Hydrolase activity) (Additional file 3) and the KEGG pathway 'Metabolism of xenobiotics by cytochrome P450' were identified to be differentially regulated in the Elbe sediment derived sample. 

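Heat shock genes lay mostly above Danube. Of 12 measured genes for heat shock proteins, 11 in Elbe and 10 in Rhine were above Danube, with median log2 fold changes of 0.22 and 0.29, and the lists did not pass (adjusted p = 0.293 and 0.671 by camera). Measured probes as a whole had medians of 0.075 and 0.243. hsp-12.1, a small heat shock gene, had 1.08 (SE 0.29, adjusted p = 0.477) in Elbe and was the only member there that passed when adjusted over the list alone. hsp-70 had 0.67 (SE 0.32) in Elbe, and hsp-12.6 and hsp-12.3 had 0.82 (SE 0.29) and 0.94 (SE 0.36) in Rhine. The medians were 0.01 and 0.11 with the slide series as a block, and with a single loess curve per array the Elbe list passed camera with a median of 0.485. The Elbe list of 24 genes passed in the authors' value table (median 0.43, adjusted p = 0.0382, and adjusted p = 0.276 with an estimated correlation), where the Rhine median was 0.03.
Cytochromes P450 act in phase 1 metabolism, and 16 of their 77 genes on the array were measured. Of these 16, 6 were above and 10 below Danube in Elbe, while 11 were above and 5 below in Rhine. The medians were -0.07 and 0.31 (adjusted p = 0.884 and 0.94), the Elbe mean was 0.02, and camera ranked both lists below other genes. cyp-13A2 and cyp-34A2 had 0.68 (SE 0.27) and 1.04 (SE 0.48) in Elbe, and cyp-33C2 and cyp-34A9 had 0.96 (SE 0.41) and -0.88 (SE 0.32) in Rhine. The Elbe median turned to 0.17 under median centring, and the Rhine median was 0.07 with the slide series as a block and 0.015 in the value table. Of 46 glutathione S-transferase genes on the array, 17 were measured. Of these, 10 were above Danube in Elbe and 13 in Rhine, with medians of 0.23 and 0.20 (adjusted p = 0.922 and 0.916). gst-1 had 0.91 (SE 0.32, adjusted p = 0.759) in Elbe and gst-25 had 1.57 (SE 0.79) in Rhine. The Elbe median was -0.12 without filtering of spots, and both medians were 0.05 without Danube replicate 2, where that of the P450 genes in Rhine was 0.08. In the value table the medians of glutathione S-transferases were -0.03 and -0.12.
Of 65 genes on the array for UDP-glucuronosyltransferases, phase 2 enzymes, 13 were measured. Of these, 7 were above Danube in Elbe and 9 in Rhine (medians 0.12 and 0.13, adjusted p = 0.801 and 0.955), with an Elbe mean of -0.06. ugt-46 and ugt-60 had -0.86 (SE 0.36) and -0.80 (SE 0.35) and ugt-66 had 0.70 (SE 0.32) in Elbe, and ugt-10 had 1.26 (SE 0.52) in Rhine. The Elbe median was -0.10 with the slide series as a block and -0.15 without Danube replicate 2, and it turned without Elbe replicate 4 as well. In Rhine the median was -0.085 in the value table, -0.05 without filtering of spots and 0.015 without Rhine replicate 1. No member of these enzyme lists passed when adjusted over the list alone. Genes silent in Danube worms fall out under the filter on spots, so these lists cannot show their induction. A median of a family also does not test whether several of its members were induced.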

The Elbe sediment consistently induces the expression of ribosomal genes which may reflect an increased synthesis of ribosomes. Likewise, the process of oxidative phosphorylation is seemingly affected, as six members, including cytochrome c oxidase and F1F0-ATP synthase, are up-regulated but only one (*vha-1*) found to be down-regulated. Furthermore, though with a lower level of significance, members of the "metabolism of xenobiotics by cytochrome P450" and "SNARE interactions in vesicular transport" pathways were found (with the exception of *sodh-2*) to be up-regulated. It is noteworthy, that both exposures resulted in a down-regulation of several members of the starch and sucrose metabolism, including the trehalase encoding genes *tre-2 *and *tre-3*. In contrast, the expression of an α-amylase, known to facilitate the breakdown of glycogen in humans, was highly elevated. Both glycogen and trehalose are known to be essential for the maintenance and correct functioning of physiological processes in nematodes.

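Genes for cytosolic ribosomal proteins lay on both sides of Danube in Elbe worms when set against the reference. Of 72 measured genes, 44 were above and 28 below Danube, with a median log2 fold change of 0.08 (adjusted p = 1 by camera), and none passed the methods' thresholds. High in the list stood rpl-31 with 0.53 (SE 0.31, adjusted p = 0.856), rps-3 with 0.46 and rps-10 with 0.37. In Rhine 48 were above and 24 below, with a median of 0.14 (adjusted p = 0.916), and rps-7 and rpl-9 had 0.86 (SE 0.28) and 0.96 (SE 0.32). No member passed when adjusted over the list alone. Of 27 genes for mitochondrial ribosomal proteins, 18 lay above Danube in Elbe and 19 in Rhine, with medians of 0.18 and 0.21 (adjusted p = 0.922 and 0.955), and in Elbe the median was 0.04 without Danube replicate 1. mrps-10 had 0.86 (SE 0.32) in Elbe, and mrps-18A had 1.32 (SE 0.44) in Rhine.
The authors' value table had 54 of 75 cytosolic ribosomal genes above Danube in Elbe, with a median of 0.33 (adjusted p = 0.000612, and adjusted p = 0.712 with an estimated correlation), and 9 passed the methods' thresholds upward. In Rhine 34 of 75 were above, with a median of -0.10. Among the Elbe genes of Figure 3, rplp-2.1 had 1.30 (SE 0.55, exact permutation test p = 0.0476) there and -0.22 (SE 0.20) as a ratio, rpl-36 had 1.12 (SE 0.40) and 0.23 (SE 0.32), rpl-30 had 0.97 (SE 0.35) and 0.08 (SE 0.22), and rps-25 had 0.89 (SE 0.42) and -0.21 (SE 0.25). For rpl-18A the values were 0.80 and 0.05, for rpl-21 0.70 and 0.20, for rpl-15 0.61 and -0.24 and for mrpl-34 0.51 and 0.23. rps-24 and rps-20 had -0.73 (SE 0.43) and -1.35 (SE 0.44) in the value table for Rhine, and 0.82 (SE 0.64) and -0.05 (SE 0.48) as ratios. Without Rhine replicate 1 these ratios were 0.01 and 0.30, and that of rps-20 also turned without Danube replicate 2 or 4 or Rhine replicate 5. In Elbe, rpl-15 had -0.02 without Danube replicate 4 and rpl-18A -0.07 without Danube replicate 2. The Elbe ratio of rpl-36 was 0.055 without Danube replicate 1 and that of rps-25 -0.084 without Danube replicate 4. Without Danube replicate 5, rpl-30 had 0.009 and mrpl-34 0.038 in Elbe. The Elbe median of the ratio list was 0.01 without Elbe replicate 4. The ratio list passed in Elbe with the slide series as a block, with a median of 0.19, and it passed in Rhine under median centring, with a median of 1.18.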

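Genes of oxidative phosphorylation lay above Danube more often than below as ratios to the reference. Of 37 measured genes, 26 were above in Elbe and 29 in Rhine, with median log2 fold changes of 0.16 and 0.27 (adjusted p = 0.801 and 0.69 by camera), and 0 in Elbe and 4 in Rhine passed the methods' thresholds upward. Over all measured probes the median was 0.075 in Elbe and 0.243 in Rhine. isp-1, the Rieske protein of complex III, had 0.55 (SE 0.29) in Elbe and 1.03 (SE 0.29, adjusted p = 0.338) in Rhine. cox-17, a copper chaperone of cytochrome c oxidase, had 0.56 (SE 0.27, exact permutation test p = 0.0476) in Elbe and 0.68 (SE 0.27) in Rhine, and 0.64 (SE 0.35) in the authors' value table for Elbe. cox-5A had 0.83 (SE 0.28) in Rhine. No member passed when adjusted over the list alone. In Elbe the median was 0.04 without Danube replicate 2, and the Rhine median was 0.09 without Danube replicate 2 and Rhine replicate 1, a choice made after the data were seen. The value table had 31 of 48 genes above Danube in Elbe (median 0.20) and 20 of 48 in Rhine (median -0.07).
Among the other Elbe genes of Figure 3, ndub-2 had 0.31 (SE 0.24) as a ratio and 1.93 (SE 0.57, exact permutation test p = 0.0317) in the value table. atp-5 had 0.11 (SE 0.25) as a ratio, which was -0.06 without Danube replicate 2, and 0.89 (SE 0.38) in the value table, cox-7C had 0.09 (SE 0.23) and 0.82 (SE 0.37), and nduv-2 had 0.33 (SE 0.39) and 0.62 (SE 0.57). As a ratio, nduv-2 had 0.16 without Danube replicate 2 and cox-7C had 0.004 without Danube replicate 5. vha-1, a subunit of the vacuolar ATPase, had -0.90 (SE 0.70, adjusted p = 0.96) as a ratio and -1.13 (SE 0.50, exact permutation test p = 0.0556) in the value table, and its spots had the lowest grade on 8 of 15 arrays. Of 11 measured vacuolar ATPase genes, 7 were above Danube in Elbe and 10 in Rhine (medians 0.14 and 0.38, adjusted p = 0.922 and 0.671). vha-11 had 0.82 (SE 0.37) in Elbe and vha-20 had 0.95 (SE 0.41) in Rhine. Their Elbe median was -0.07 with the slide series as a block and 0.015 without Danube replicate 2, the Rhine median was -0.07 in the value table, and vha-1 had -0.45 as a ratio without Elbe replicate 1.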

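Of the xenobiotic metabolism genes of Figure 3, gst-7, a glutathione S-transferase gene, had a log2 fold change of 0.46 (SE 0.24, exact permutation test p = 0.0397) in Elbe and 0.53 (SE 0.34) in the authors' value table. W01A11.1 had 1.33 (SE 0.73) as a ratio and 0.95 (SE 0.67) in the value table, with the lowest grade on 12 of 15 arrays. sodh-2, an alcohol dehydrogenase gene, had -1.28 (SE 0.69) and -1.38 (SE 0.60, exact permutation test p = 0.0397), and it had the lowest grade on 14 of 15 arrays. The ratio of W01A11.1 was 0.85 without Elbe replicate 4 and that of sodh-2 was -0.80 without Elbe replicate 5. None passed the adjustment.
Of the SNARE genes, snb-1, the synaptobrevin gene, had 0.30 (SE 0.22, exact permutation test p = 0.0238) as a ratio and 0.91 (SE 0.38, exact permutation test p = 0.0159) in the value table. ykt-6 had 0.20 (SE 0.69) and 1.12 (SE 0.47), and gos-28 (F08F8.8) had 0.31 (SE 0.78) and 1.09 (SE 0.44), with the lowest grade on 9 and 14 of 15 arrays and both outside the filter. The ratio of ykt-6 was -0.11 without Danube replicate 3 and turned without Elbe replicate 1 as well, and that of gos-28 was -0.28 without Elbe replicate 4 and also turned without Elbe replicate 1. Of 24 SNARE genes on the array, 5 were measured, 3 above and 2 below Danube in Elbe and 5 above in Rhine, with medians of 0.04 and 0.28 (adjusted p = 0.922 and 0.937 by camera). syx-5 and snap-29 had -0.22 (SE 0.45) and 0.22 (SE 0.35) in Elbe, and syx-16 had 0.40 (SE 0.23) in Rhine. None passed when adjusted over the list alone, the Elbe median was -0.05 without Danube replicate 1 and turned without Danube replicate 3 or Elbe replicate 1 or 2 as well, and the Rhine median was -0.09 with the slide series as a block. In the value table, 12 of 23 SNARE genes lay above Danube in Elbe and 3 passed the methods' thresholds upward (adjusted p = 0.78 for the list).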

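The trehalase genes tre-2 and tre-3 had values below Danube. tre-3 had a log2 fold change of -1.58 (SE 0.52, adjusted p = 0.96) in Elbe, with all 5 Elbe arrays below the Danube mean (exact permutation test, two-sided p = 0.00794, the smallest that 5 against 5 arrays allow), and -0.32 (SE 0.52) in Rhine. tre-2 had -1.21 (SE 0.49, adjusted p = 0.728) in Rhine (exact permutation test p = 0.0952) and -0.10 (SE 0.49) in Elbe. The authors' value table gave tre-3 -1.46 (SE 0.54, exact permutation test p = 0.0238) in Elbe and tre-2 -0.67 (SE 0.37, exact permutation test p = 0.0397) in Rhine. Neither gene passed the filter on spots, with the lowest grade on 11 of 15 arrays for tre-3 and 12 for tre-2. Elbe replicate 3 stood at -3.20 for tre-3, and without it the Elbe value was -1.10. The Rhine value of tre-3 was -0.02 without Rhine replicate 4, and the Elbe value of tre-2 was 0.14 without Danube replicate 3 and turned without Danube replicate 2 or 5 or Elbe replicate 2 as well.
Of 22 genes of trehalose, glycogen and starch metabolism on the array, 8 were measured, with 6 above Danube in Elbe and 5 in Rhine, and medians of 0.30 and 0.28 (adjusted p = 0.801 and 0.855 by camera). gyg-1, the glycogenin gene, had 0.35 in Elbe and -0.81 (SE 0.34, adjusted p = 0.354) in Rhine. aagr-4 had 0.75 (SE 0.42) in Elbe and 0.92 (SE 0.42) in Rhine, and the trehalase gene tre-5 had 0.70 in Elbe. No member passed when adjusted over the list alone, and the medians were -0.05 and -0.11 with the slide series as a block and 0.088 and -0.006 without Danube replicate 2. The value table had 16 of 22 genes above Danube in Elbe and 11 of 22 in Rhine.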

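The α-amylase gene of the starch pathway is R06A4.8 (agl-1). Its log2 fold changes in the authors' value table were 1.49 (SE 0.53, exact permutation test p = 0.0238) in Elbe and 1.53 (SE 0.53, exact permutation test p = 0.0238) in Rhine, with all 5 arrays of each sediment above the Danube mean. As a ratio to the reference it had 2.77 (SE 1.29, adjusted p = 0.96) in Elbe and 0.65 (SE 1.29, adjusted p = 0.916) in Rhine. The Elbe arrays varied with an SD of 3.77 (n = 5), and 4 of the 5 lay above the Danube mean (exact permutation test p = 0.0952), and without Elbe replicate 5 the ratio was 1.199. The spots of R06A4.8 had the lowest grade on 13 of 15 arrays.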

**Figure 3:**
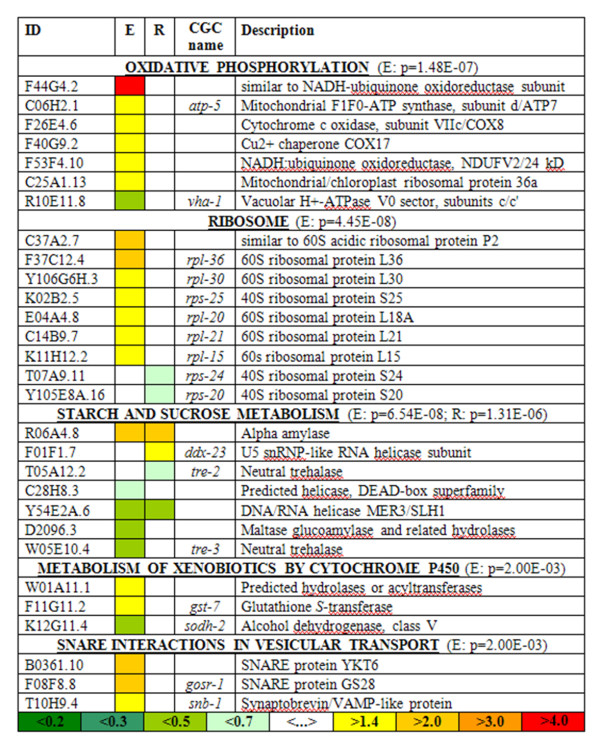
**Overrepresented KEGG pathways**. Identification, direction of change and description of 29 genes identified as members of overrepresented KEGG pathways.

Numerous differentially regulated parent GO terms and related derived daughter terms were analyzed in detail with a sub-selection of overrepresented biological processes illustrated in Figure 4 (a complete list of all significantly regulated GO categories is shown in Additional file 3). The diagram depicts that the majority of derived GO categories are only overrepresented in the Elbe sediment. This indicates that in particular the biological processes of "reproduction", "determination of adult life span" and several developmental processes (such as organ, larval and genitalia development) are differentially modulated by the Elbe sediment. A more detailed dissection focusing on six prominent categories substantiated this notion (Additional file 7). This lists the identity and brief description of the 58 genes that responded to the Elbe and Rhine sediments. 

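Of the 58 genes that Additional file 7 lists for development and ageing, 34 passed the filter on spots, and these lay on both sides of Danube. In Elbe 21 were above and 13 below, with 4 higher and 3 lower at the methods' thresholds, and in Rhine 22 were above and 12 below, with 5 higher and 3 lower. tpst-1, which encodes a tyrosylprotein sulfotransferase, had log2 fold changes of -1.44 (SE 0.42, adjusted p = 0.627) in Elbe and -1.11 (SE 0.42, adjusted p = 0.342) in Rhine. wdr-12 had 1.59 (SE 0.51) in Elbe, and ssb-1 and timm-23 had 1.07 (SE 0.32) and -1.12 (SE 0.40) in Rhine. The medians were 0.12 and 0.30, while the Elbe mean was -0.06, and the Elbe median was -0.03 without Danube replicate 2. Without filtering of spots the medians turned to -0.19 and -0.06, and with the Cy5 signal alone, chosen after the data were seen, they were 0.68 and 0.33. tpst-1 had -0.05 in Rhine with a single loess curve per array, and -0.75 and -0.42 with the slide series as a block. Camera ranked the list below other genes in both comparisons, without passing its test except in Elbe without filtering of spots, and with the Cy5 signal alone it passed upward in both, while fry's test for change in either direction passed in both. The study chose these genes on the same samples, so neither their change nor their direction is independent evidence. The authors' value table had 30 of 58 above and 28 below Danube in both comparisons, with 24 higher and 20 lower at the thresholds in Elbe and 8 and 13 in Rhine.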

In almost all categories a similar number of genes were up- as well as down-regulated, making a further analysis more challenging. Therefore it is currently only possible to speculate that several developmental processes affect *C. elegans *upon exposure to the Elbe sediment – only the process of aging provides more detailed cues, where most of the significantly regulated genes were found to be up-regulated. 

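Among genes of the insulin and dauer pathway, which governs life span in C. elegans, no common direction was found. This list is not the paper's category of ageing genes, so it does not test the paper's statement on them. Of 13 measured genes, 8 were above and 5 below Danube in Elbe and 6 above and 7 below in Rhine. The median log2 fold changes were 0.06 and -0.05 (adjusted p = 0.917 and 0.304 by camera), and the Elbe mean was -0.06. dod-22 had -1.91 (SE 0.58, adjusted p = 0.627) in Elbe and -1.18 (SE 0.58, adjusted p = 0.405) in Rhine, and with the slide series as a block the values were -0.49 and 0.25. dod-3 had 0.78 (SE 0.35) and daf-7, a TGF-beta ligand gene, 0.35 (SE 0.28) in Elbe, and the kinase gene akt-2 had -0.58 (SE 0.36) in Rhine. No member passed when adjusted over the list alone. The Elbe median was -0.17 with the slide series as a block and -0.06 without Danube replicate 2, and it turned without Elbe replicate 5 as well. The Rhine median was 0.11 without Danube replicate 1 and turned without Danube replicate 3 or 5 or Rhine replicate 3 or 5 as well, and the Rhine median was 0.13 with a single loess curve per array, 0.07 with the slide series as a block and 0.375 under median centring. The authors' value table had 26 of 44 genes above Danube in Elbe (adjusted p = 0.687).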

Finally, it is reassuring to observe that GO terms associated with reproduction are overrepresented in Rhine and Elbe, a finding that correlates well with the observed reduction in brood size in nematodes exposed to the respective sediments.

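Genes expressed in the germ line lay above Danube more often than below in both exposures as ratios to the reference. Measured probes as a whole did so too, with medians of 0.075 in Elbe and 0.243 in Rhine. Of 40 measured sperm genes, 28 were above in Elbe and 31 in Rhine, both with a median log2 fold change of 0.35 (adjusted p = 0.331 and 0.855 by camera). nspd-6 and ssp-36 had 0.82 (SE 0.27) and 0.95 (SE 0.39) in Elbe, and ssp-33 had 1.54 (SE 0.47) in Rhine. Of 32 oocyte and early embryo genes, 21 were above in Elbe and 26 in Rhine (medians 0.19 and 0.24, adjusted p = 0.856 and 0.955), and camera ranked the Rhine list below other genes. egg-3 had 1.07 (SE 0.31) in Elbe and 0.80 (SE 0.31) in Rhine, and perm-2 had 1.12 (SE 0.34) and 0.83 (SE 0.34). For sperm, Elbe vs Danube, camera passed the list under median centring (median 0.676, adjusted p = 0.038) and with the Cy5 signal alone (median 0.299, adjusted p = 0.0226), the last chosen after the data were seen. The Elbe medians were 0.20 for sperm and 0.01 for oocyte genes with the slide series as a block. Without Danube replicate 2 the oocyte medians were -0.005 in Elbe and 0.03 in Rhine, and the Rhine sperm median was 0.21. Of 67 sperm genes and 55 oocyte genes in the authors' value table, 33 and 29 were above Danube in Elbe and 31 and 30 in Rhine, where the sperm genes had a median of -0.06.
Of 5 measured yolk protein genes, 2 were above Danube in Elbe and 4 in Rhine, with medians of -0.02 and 0.27 (adjusted p = 0.922 and 0.916) and an Elbe mean of 0.13. vit-2 had 0.67 (SE 0.32, exact permutation test p = 0.103) in Elbe and 0.68 (SE 0.32, exact permutation test p = 0.111) in Rhine, with all 5 arrays of each above the Danube mean, and 1.37 (SE 0.59) in the value table for Elbe. vit-6 had -0.02 (SE 0.25) and -0.27 (SE 0.25), and vit-3 had 1.36 (SE 0.50, adjusted p = 0.338) in Rhine. The Elbe median was 0.22 under median centring, 0.20 with the slide series as a block, and between -0.08 and 0.08 when single arrays were left out, with the sign turned in 7 cases. No member of the germ line or yolk lists passed when adjusted over the list alone.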

**Figure 4:**
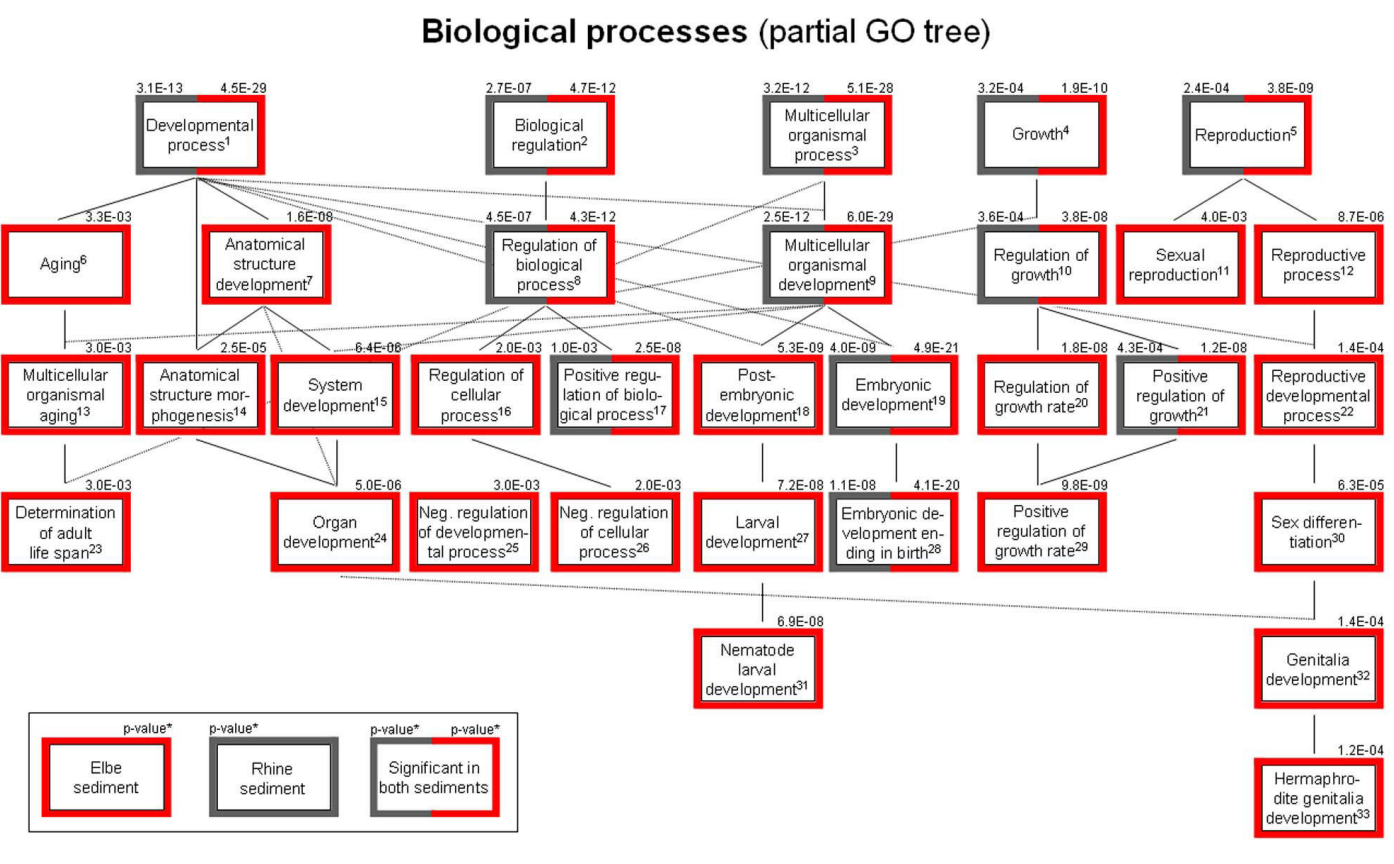
**Biological processes – partial GO tree**. Partial GO tree presenting relevant biological processes which were found to be overrepresented in *C elegans *exposed to Elbe and/or Rhine sediment.

### Similarities of gene expression patterns in nematodes exposed to Elbe sediment and PCB52 treatment

The gene list of differentially regulated transcripts was compared to past toxicogenomic data where *C. elegans *were exposed to single xenobiotic compounds, PCB52 [11], Cd [12], or two humic substances [10]. Although the current data showed only limited overlap to the differential gene-lists obtained from humic substances and Cd exposures (with 10 or less matches), several genes matched those identified upon treatment to PCB52. In detail, 36 up- and 9 down-regulated genes were common to the Elbe and PCB52 gene list and 28 up- and 14 down-regulated genes to the Rhine list. 

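Genes shared with the PCB52 study kept mostly the listed side of Danube. Of 36 genes listed as up-regulated by Elbe sediment and PCB52, 21 passed the filter on spots, 20 of these lay above Danube, and their median log2 fold change was 0.44. Of 8 genes listed as down-regulated in the text of Additional file 8 used here, where the paper gives 9, 3 passed it and all lay below Danube, with a median of -0.80. For Rhine, 8 of 28 up-regulated genes passed it, all above Danube with a median of 1.112, and 6 of 14 down-regulated genes passed it, 4 of them below Danube with a median of -0.15. At the methods' thresholds 6 of the 21, 1 of the 3, 6 of the 8 and 1 of the 6 passed in the listed direction, and 0 passed after adjustment. All matched genes of the authors' value table lay on the listed side, 35 and 8 for Elbe and 27 and 14 for Rhine. The study chose these genes on the same samples, so their direction is not independent evidence, and these counts were chosen after the data were seen.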

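T05H4.4 and T05H4.5 (hpo-19) encode NADH-cytochrome b5 reductases. T05H4.4 had log2 fold changes of 1.24 (SE 1.08, adjusted p = 0.96) in Elbe and 2.16 (SE 1.08, adjusted p = 0.728) in Rhine, with 5 of 5 Elbe and 4 of 5 Rhine arrays above the Danube mean (exact permutation tests, p = 0.111 and 0.198). T05H4.5 had -0.41 (SE 0.37) and -0.56 (SE 0.37) (exact permutation tests, p = 0.0635 and 0.175). The authors' value table gave T05H4.4 1.19 (SE 0.46, exact permutation test p = 0.00794) in Elbe and 1.17 (SE 0.46, exact permutation test p = 0.0714) in Rhine. It gave T05H4.5 -0.72 (SE 0.35, exact permutation test p = 0.00794) and -0.71 (SE 0.35, exact permutation test p = 0.0635). Neither gene passed the filter on spots, with the lowest grade on 7 and 11 of 15 arrays, and neither passed the adjustment. T05H4.4 had 0.73 in Elbe without Elbe replicate 2 and 1.27 in Rhine without Rhine replicate 4.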

Noteworthy is that both sediment samples induced the NADH-cytochrome b5 reductase encoding gene. Moreover, *wrn-1 *and *rpa-1*, both coding for proteins involved in DNA damage checkpoint functions, were found to be significantly induced by the Elbe sediment. Furthermore, the PCB52 inducible *cyp-35A5 *was found to be up-regulated in the Rhine sediment derived sample. 

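wrn-1, which encodes a RecQ helicase, had a log2 fold change of 0.39 (SE 0.31, adjusted p = 0.96) in Elbe, with all 5 arrays above the Danube mean (exact permutation test p = 0.175), and 0.60 (SE 0.32, exact permutation test p = 0.0238) in the authors' value table. Its spots had the lowest grade on 10 of 15 arrays, and the ratio was 0.17 without Danube replicate 2, which stood at -1.12. rpa-1, a subunit of replication protein A, had 0.45 (SE 0.36, adjusted p = 0.88) in Elbe and 0.95 (SE 0.36, adjusted p = 0.338) in Rhine. In the value table it had 1.44 (SE 0.53, exact permutation test p = 0.0476) in Elbe and 1.15 (SE 0.53) in Rhine. Its Elbe ratio was -0.05 under median centring and 0.75 with the slide series as a block.
Of 14 measured genes of DNA damage response and repair, 7 were above and 7 below Danube in Elbe, and 12 above and 2 below in Rhine. The medians were -0.05 and 0.47 (adjusted p = 0.801 and 0.568 by camera). rpa-2 and brc-2, a homologue of BRCA2, had 1.39 (SE 0.50) and 1.07 (SE 0.49) in Rhine, and rad-54.B had -0.89 (SE 0.41) in Elbe. No member passed when adjusted over the list alone. The Elbe median was 0.19 with a single loess curve per array and 0.07 without Elbe replicate 1, and it turned without Danube replicate 1, 4 or 5 as well, while the Rhine median was 0.18 without Danube replicate 2. The value table gave 24 of 41 genes above Danube in Elbe, 4 of them past the methods' thresholds, and 20 of 41 in Rhine with a median of -0.05 and 0 past the thresholds.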

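cyp-35A5, a cytochrome P450 gene, had a log2 fold change of 0.91 (SE 0.44, adjusted p = 0.728) in Rhine, with all 5 Rhine arrays above the Danube mean (exact permutation test p = 0.0794). In Elbe it had 0.44 (SE 0.44, adjusted p = 0.96), and 0.14 without Danube replicate 3. The authors' value table gave 0.81 (SE 0.41, exact permutation test p = 0.00794, the smallest that 5 against 5 arrays allow) in Rhine and -0.24 in Elbe. Since the study named this gene for Rhine from the same samples, that p is not independent evidence. The spots of cyp-35A5 had the lowest grade on 6 of 15 arrays, and it did not pass the filter on spots.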

C-type lectin (*clec-47*) was down-regulated when exposed to either sediment sample, PCB52 or Cd. 

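clec-47 lay below Danube in both exposures. Its log2 fold change was -1.10 (SE 0.65, exact permutation test p = 0.0238) in Elbe and -0.92 (SE 0.65, exact permutation test p = 0.286) in Rhine, and -0.57 there without Rhine replicate 1. The authors' value table gave -1.07 (SE 0.39) and -1.15 (SE 0.39), each with an exact permutation p of 0.00794. Because the study chose clec-47 on the same samples, these p-values are not independent evidence. It passed the adjustment in neither set of values, and its spots had the lowest grade on 5 of 15 arrays, which left it outside the filter.
Other C-type lectin genes lay on both sides of Danube. Of 65 measured, 38 were above Danube in Elbe and 48 in Rhine, with medians of 0.09 and 0.30 (adjusted p = 0.922 and 0.995 by camera). clec-52 had 2.23 (SE 0.58, adjusted p = 0.477) and clec-16 1.94 (SE 0.50, adjusted p = 0.477) in Elbe, and both passed when adjusted over the list alone. clec-83 had -0.85 (SE 0.29) in Elbe. In Rhine clec-16 had 1.67 (SE 0.50) and clec-50 had -0.87 (SE 0.28), and 0 passed over the list alone. Of 37 genes for lysozymes and antimicrobial peptides, 21 were above Danube in Elbe and 22 in Rhine, with medians of 0.12 and 0.11 (adjusted p = 0.856 and 0.304) and a Rhine mean of 0.25. In Rhine 3 members passed when adjusted over the list alone, among them the saposin-like gene spp-15 with 1.07 (SE 0.31). For lysozymes and antimicrobial peptides, Rhine vs Danube, camera ranked the list below other genes and passed it with good spots on all 15 arrays (median 0.03, adjusted p = 0.0036) and with a confidence of at least 0.5 (median -0.31, adjusted p = 0.000831), and with a confidence of at least 0.1 (median -0.09, adjusted p = 0.00406), which was chosen after the data were seen. The Rhine median was 0.014 without Rhine replicate 1 and -0.15 without Danube replicate 2 and Rhine replicate 1, a choice made after the data were seen. In the value table 108 of 233 lectin genes lay above Danube in Elbe and 95 in Rhine, with medians of -0.055 and -0.08, and 33 and 26 of 68 lysozyme and antimicrobial genes did, with medians of -0.02 and -0.14. Without filtering of spots the lectin medians were -0.045 and -0.005.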

A complete overview of matching genes is shown in Additional file 8.

## Discussion

Rivers all over the world have a history of being heavily polluted by untreated waste waters from industrial and municipal discharges. Chemical analyses of priority pollutants are typically used to monitor contamination levels and are complemented by bioassay-based approaches and their modifications to serve as simple, rapid and sensitive screening systems to predict bioavailability [23]. Changes in expression levels of single biomarkers (e.g. heat shock proteins, vitellogenins, or cytochromes P450) have been reported to reflect the toxic response and the underlying mode of action of few specific substances or environmental contaminants [24]. The use of DNA microarrays attempts to link ecotoxicological effects with the changes in global gene expression patterns [4,5]. This global approach is expected to cope more adequately with the complex matrices (such as soils and sediments) and to display the variety of potential modes of actions and strategies of the exposed organisms. Clearly, many species of invertebrates could be used to investigate transcriptional responsiveness in sediments, however two challenges need to be met, firstly few invertebrate species are omnipresent (and restricted to local habitats), and secondly none have, to date, been fully sequenced thus prohibiting the application of whole genome microarray technology. In contrast, the genome sequence of *C. elegans *has been deciphered in fine detail, clearly representing an added value to comprehensive ecotoxicogenomics. Although *C. elegans *is primarily a soil nematode, it has also been isolated from freshwater habitats (such as sediments) [25,26]. Given that its natural habitat is the interstitial space between particles filled with water, the exposure to contaminants is similar in soils and sediments, thus making *C. elegans *a suitable test organism for toxicity tests for both habitats. In the laboratory, the use of *C. elegans *has been validated for single compounds, such as steroid hormones, PCB52, Cd, DEHP, as well as natural mixtures, such as humic substances [9-14]. However, due to differences in experimental setups, e.g. the use of mixed populations vs. synchronized cultures or varying exposure times, the systematic and sound comparison between experiments is challenging and highlights, if anything, the need to streamline ecotoxicogenomic experiments. Of course, the use of *C. elegans *in sediment toxicity is not a new concept introduced by us, but supported by numerous publications in classical sediment toxicity testing [6-8], which have been instrumental for the implementation of the first standardized sediments toxicity test (ISO/DIS 10872 Draft).

The chemical analyses and three bioassays (reproduction, estrogenicity, genotoxicity) showed a clear pollution and toxicity gradient, with Elbe sediment being the most polluted characterized by elevated organic and heavy metal contamination. The YES test and comet assay identified the estrogenic and genotoxic potential of the Elbe sediment to be well above that of the Rhine and Danube sediment, respectively.

A laboratory media control (K-medium) was initially included, but deemed too artificial as subsequent PCA analysis identified the laboratory control exposures to cluster distinctly separate from the sediment exposures (see Additional file 9) which masked the differences between the three sediments and thus diminished the robustness of GO and KEGG analyses and biologically meaningful data interpretation (data not shown). Sediments from the three geographically separated rivers are of course heterogeneous with distinct physico-chemical properties which may modulate effects (toxicities) of chemical contamination, a notion that may apply to any control sediment as well (such as the Danube). It could therefore be argued that observed effects may be a combination of chemical contamination and physio-chemical properties of sediments from different rivers. Nevertheless, for reasons of ecological relevance, and justified by the low chemical burden as well as the results from the bioassays, we selected the Danube sediment as reference for the DNA microarray study.

Of course, true DNA damaging or estrogen responsive effects of sediments are best assessed exploiting one of the many budding *in vivo *techniques, including PCR based approaches to detect DNA damage in *C. elegans *[27,28] or to assess changes of estrogen responsive genes in *C. elegans*, such as vit-2 or vit-6 [29]. However, the focus of this work was not to determine the definitive toxic status of the river sediments, but to observe, in a proof of principle experiment, if changes in global gene expression patterns can be used to study (and differentiate) the responses of exposure to complex sediments. Nematodes, as any other organism, exposed to contaminated environments will modulate their metabolic resources and available energy to combat the environmental insult [30]. In line with this, we found that *C. elegans *exposed to Elbe or Rhine sediments down-regulated higher-ranking GO categories which include catalytic activities, binding and metabolic processes. An analogous strategy of *C. elegans *was observed by DNA microarray studies following single compound exposures to PCB52 [11] and Cd [12]. Interestingly, exposure to both sediments resulted in a down-regulation of several members of the starch and sucrose metabolism pathway, including the trehalase encoding genes *tre-2 *and *tre-3*. The disaccharide trehalose is an invertebrate sugar transport and storage material [31] that is present in *C. elegans *at all life stages. The highest concentrations of trehalose (up to 2.3% of dry weight) are found in eggs and dauer larvae, two diapausing stages that are highly resistant to environmental stressors [32], it is proposed to function as energy reserve and stress protectant [33]. In contrast, the gene expression of α-amylase, whose yeast and human orthologs help to facilitate the breakdown of glycogen [34], was found to have strongly increased. Although the Cd level of the Elbe sediment was found to be 5-fold higher than the Rhine sample, the sediment data presented here is remarkably divergent to the global gene expression pattern observed in laboratory exposures to Cadmium [12]. This underlines how single compound exposures, though valuable in their own right, cannot model conditions of true environmental complexity. Observed effects are a sum of effects of chemical contamination and their bioavailability as well as further biotic and abiotic properties of sediments which may mask typical single compound transcript profiles. Indeed, the comparison of several gene lists resulted in only one obvious match, namely with PCB52 responsive genes, including two DNA damage checkpoint protein encoding genes (*wrn-1*, *rpa-1*), which were found up-regulated in the Elbe derived sample, where the sediment was characterized by the highest measured genotoxicity and a high level amount of various POPs including different PCB compounds. In this context it is notable that the pathway involved in metabolism of xenobiotics by cytochrome P450 was induced in those nematodes exposed to the Elbe sediment, whereas the Rhine sediment failed to induce this pathway.

Besides well defined and annotated KEGG pathways, the Elbe sediment exposure resulted in the differential regulation of several related biological processes (GO categories), including development (organ, larval and genitalia development), aging (determination of adult life span) and a pool of 50 GO terms associated with reproduction. Detailed analysis of the latter GO terms will provide a detailed mechanistic and physiological/toxicological understanding of sediment toxicity and allow the linking of gene expression to higher level effects such as the observed reduction in brood size. Almost all members belonging to these categories are characterized by an abnormal developmental and/or aging phenotype (typically Age, Let, Emb, Ste, Gro, Egl, Lva; please find detailed information by referring to ), when silenced by RNAi. Given the significant estrogenicity of the Elbe sediment sample, as defined by the YES test, it is conceivable that at least some of the observed responses are due to this specific class of pollutants. Similarly, exposure to the Elbe sediment was shown to increase the aging process. This process is the determination of adult life span and provides a well-defined data record. First, genes deemed to be essential for embryogenesis and normal growth (*bec-1*, *sip-1*, *abi-1*) [35-37] or associated with an increased life-span (*old-2*) [38] were up-regulated. 

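bec-1, an autophagy gene, had a log2 fold change of 1.44 (SE 0.66, adjusted p = 0.96) in Elbe, with all 5 arrays above the Danube mean (exact permutation test p = 0.0714), and 1.203 (SE 0.66, adjusted p = 0.733) in Rhine. The authors' value table gave it 1.27 (SE 0.60, exact permutation test p = 0.0873) in Elbe and 2.29 (SE 0.60, exact permutation test p = 0.0159) in Rhine. sip-1, a small heat shock gene, had 0.21 (SE 0.25, adjusted p = 0.93) as a ratio in Elbe and 1.202 (SE 0.49, exact permutation test p = 0.0159) in the value table. abi-1 had 0.21 (SE 0.24, adjusted p = 0.925) and 0.89 (SE 0.41, exact permutation test p = 0.0476). old-2, a tyrosine kinase gene, had 0.36 (SE 0.68, adjusted p = 0.977) in Elbe and -0.83 (SE 0.68, adjusted p = 0.785) in Rhine, and 0.80 (SE 0.58, exact permutation test p = 0.0635) in the value table for Elbe. Its Rhine ratio was -0.02 without Rhine replicate 1, which stood at -4.17. The ratios of bec-1 were 0.92 and 0.68 without Danube replicate 1, that of sip-1 was 0.07 without Danube replicate 2 and that of abi-1 was 0.09 without Elbe replicate 2. The spots of bec-1 and old-2 had the lowest grade on 12 and 13 of 15 arrays. None of the genes passed the adjustment.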

Second, the loss of *daf-2 *and *nhx-2*, found to be down-regulated, are known to promote a long life as well [39,40]. Likewise, a gain of function of *wrn-1 *[41], found to be up-regulated in this experiment, has been shown to shortened life span. This pattern of regulation, and the results concerning starch and sucrose metabolism pathway, discussed above, are expected to increase nematode's life span and induce the dauer stadium, well known as a survival pathway to overcome unfavorable environmental conditions.

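daf-2, the insulin receptor gene, had a log2 fold change of -0.30 (SE 0.36, adjusted p = 0.935) in Elbe and -0.31 (SE 0.36, adjusted p = 0.716) in Rhine. Without Danube replicate 4 these values were 0.03 and 0.02. The authors' value table gave -0.10 (SE 0.36) in Elbe and -0.62 (SE 0.36, exact permutation test p = 0.0397) in Rhine. nhx-2, a sodium/proton exchanger of the intestine, had -0.87 (SE 0.41, adjusted p = 0.96) in Elbe, with all 5 arrays below the Danube mean (exact permutation test p = 0.0397), and -0.16 in Rhine, which was 0.05 without Danube replicate 5. The value table gave -1.65 (SE 0.54, exact permutation test p = 0.00794) in Elbe and -0.96 (SE 0.54, exact permutation test p = 0.135) in Rhine. nhx-2 had the lowest grade on 12 of 15 arrays, and neither gene passed the adjustment.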

## Conclusion

In summary, our results give a first insight into how microarrays can be used to evaluate differences in gene expression levels in *C. elegans *exposed to differently polluted river sediments. The chemical burden and toxicity of Elbe sediment sample were found to coincide with a substantially higher number of differentially regulated gene classes constituting the GO category of biological processes as well as several KEGG pathways. However, it has to be noted that river sediments are highly complex and vary in abiotic and biotic properties, thus significantly contributing to the modulation of baseline expression profiles. Ecotoxicogenomics should not aim to replace conventional aquatic monitoring techniques, but acts as a supplementary biochemical assay to unravel unknown mode of action pathways. The caveat of the pilot experiment, as disseminated here, is the limited sample number. Further replicates that go beyond the sampling strategy defined by DIN 38414 are needed to be able to fully comprehend the toxicity and associated effects of samples used in this study. Also, large databases comprising numerous expression profiles of individual, pure chemicals, simple mixtures, pore water extracts and in particular further polluted and unpolluted control samples with replicated sampling from the same site are called for, a notion that goes beyond the scope of this pilot study. Nevertheless, this contribution provides tantalizing insights of the potential of microarrays in "real word" ecotoxicogenomics.

## Methods

### Sampling sites

Fine grain-sized sediment samples were collected from three major German rivers in spring 2006. The sampling site Bad Abbach is an appendix-like oxbow lake of the river Danube and located at stream kilometer 2402.6. During low flow conditions, this oxbow lake does not receive much water from the river. Furthermore, the upstream catchment is not heavily industrialized, so that this site is characteristic of a low pollution status. The sampling site Bimmen at the river Rhine is positioned at stream kilometer 863.6 in close proximity to the German-Dutch border. This site reflects the pollution of the Rhine with some heavy metals and PCBs slightly elevated. The site Magdeburg of the river Elbe is located in a groyne field at stream kilometer 319.4. This sampling site is strongly affected by the upstream industrial areas, particularly in the catchments of the tributaries Saale and Mulde. It is one of the most polluted sites of the river Elbe, heavily contaminated with a variety of organic compounds and heavy metals.

Sediments (approximately the top 10 cm) were collected with a stainless steel van Veen grab. To minimize the effects of variability, at least three subsamples were taken and combined. Following the removal of large debris and subsequent homogenization on site, samples were transported in closed stainless steel containers to the laboratory. The supernatant of sediment pore water was collected following the centrifugation at 26,000 g for 20 min. For the YES tests and the Comet assays, pore water samples were filter sterilized using cellulose acetate filters with a pore size of 0.45 μm.

### Chemical analyses of the sediments

Total organic carbon (TOC), total nitrogen (N), and total sulfur (S), as well as water content (d.w.) and grain-size distribution were determined in six fractions. The chemical parameters comprise selected persistent organic pollutants (POP) such as DDT and its metabolites, HCH-isomers, hexachlorobenzene (HCB), octachlorostyrene (OCS), polychlorinated biphenyls (PCB 28, 52, 101, 118, 138, 153, 180), polycyclic aromatic hydrocarbons (PAH), total petrol hydrocarbons (TPH), tributyltin (TBT) as well as heavy metals and metalloids. TOC and water content were measured according to the German standards DIN 38409-H3 and DIN 38414-S2, respectively. Following microwave assisted digestion with aqua regia at 180°C in closed vessels, heavy metals, and metalloids were determined in the 20 μm fraction by inductively coupled plasma/mass spectrometry, atomic fluorescence spectroscopy (Hg) and hydride atomic absorption spectroscopy (As). To analyze organic contaminants, aliquots were homogenized, freeze-dried, sieved (< 2 mm) and then milled using a planetary mill with vessels of zirconium oxide. The extraction followed German standards (DIN 38414-S20 and 38407-F2). The analyses of chloroorganic compounds were performed by gas chromatography equipped with two ^63^Ni electron-capture detectors and two capillary columns of different polarity. 16 PAHs (according to US EPA 610) were quantified by fluorescence and diode array HPLC (gradient elution) (see DIN 38414-S21). TPH was analyzed according to ISO 16703:2004 and TBT by gas chromatography with flame photometric detection at a wave length of 610 nm after derivatization with sodium tetrabutylborate and extraction with n-hexane.

### Comet assay

Several earlier studies examined the potential of the *in vitro *comet assay using the rainbow trout gonad cell line-2 (RTG-2) or primary hepatocytes and gill cells as an indicator test for genotoxicity assessment of aquatic contaminants and surface waters [42,43] and proved to be generally sensitive and robust enough for the testing of native water samples even without extraction and concentration procedures. The comet assay was based on a common protocol [44] with modifications published previously [43]. Briefly, RTG-II cells (1.5 × 10^6 ^cells) were incubated at 20°C for 120 min with (Eagle's minimal essential medium) E-MEM, sediment pore water and DMSO. After trypsination, mixing E-MEM and low melting agarose, the cells were applied evenly on top of a pre-coated slide. The cell layer was covered with a protective layer of low melting agarose. Subsequently slides were incubated overnight in a lysis solution containing NaCl, EDTA, Tris (pH 10), sodium lauryl sulfate, Triton X-100, and DMSO at 4°C in the dark. To unwind the DNA, slides were immersed in an alkaline buffer (NaOH, EDTA). Electrophoresis was carried out in the same buffer in the dark for 30 min at 25 V and 300 mA. Thereafter, slides were neutralized and the DNA was stained with SYBR Green. For scoring, slides were sealed with a cover slip. From each slide 100 nucleoids (two replicates) were examined at 20× magnification using a fluorescence microscope (Zeiss Imager Z1, Germany) equipped with a monochrome CCD Camera (ProgRes MF cool, Jenoptik, Germany) and an image analysis system (Comet Imager 2.1/Metafer 4, MetaSystems, Germany). For each treatment the tail length, tail moment and % DNA were measured. Significance in DNA damage was assessed by the Dunnet's test at p < 0.05. The proportion of viable RTG-II cells at the end of the 2 h exposure (including negative and positive controls) was determined by a double cytofluorescence assay, which involves simultaneous staining of cells with Fluoresceine diacetat (FDA) and Propidium iodide (PI). After 2 min dyeing, cell viability was measured by flow cytometry (FACS Calibur, BD Biosciences, USA).

### Yeast estrogen screen

This assay utilized *Saccharomyces cerevisiae *strain BF3505 transfected with the receptor plasmid YEPE10 and followed a recently published protocol [45]. The estrogen assay was started by mixing the respective sample with reaction medium (10-fold concentrated growth medium supplemented with CuSO_4_, Ampicillin and Streptomycin) and cell-density-adjusted yeast strain. All samples were tested in six parallels. The loaded microplates were incubated for 18 h at 30°C in a shaking incubator (200 rpm). Subsequently, the cell density was measured at 600 nm. The assay for β-galactosidase was started by adding lacZ-buffer (lysis buffer containing salts, lacZ-substrate ONPG and Lyticase from *Arthrobacter luteus*). After 4 h of incubation at 37°C, enzyme activity was measured at 420 nm according to [46]. Induction ratios were calculated from β-galactosidase units in samples divided by those measured in the negative control, significance was assessed by Tukey's HSD test at p < 0.05.

### Nematode cultivation, synchronization, and exposure for gene expression analysis

*C. elegans *var. Bristol, strain N2, were maintained according to standard procedures [46-49]. To age-synchronize the culture, all individuals were rinsed off the plates and filtered over a 45 μm-gauze using K-medium [50], which retains all but first and second juvenile stage nematodes (L1 and L2). After two days at 20°C, L1 and L2 developed to juveniles of the fourth stage (L4) and young adults. The density of the nematode suspension was adjusted to 40,000 individuals per ml. Five replicates were set up for each of the three sediments treatments, each replicate consisting of 24 sub-replicates using 12-well polystyrene multi dishes (Nunc, Wiesbaden, Germany). Sediment (0.5 g wet weight) and 0.25 ml of bacterial suspension (approximately 10^10 ^*E. coli *cells/ml suspended in K-medium) were mixed and transferred to the appropriate test vials (sub-replicates). Nematode-suspension (0.5 ml, 20,000 individuals) was transferred to each test vial and the test organisms exposed for 48 h to the respective treatment. To recover the nematodes, the content of the vials were transferred into 50 ml centrifuge tubes using a suspension of colloidal silica (Ludox TM50; Sigma-Aldrich, Germany) in deionized water (density: 1.15 g cm^-3^) and centrifuged for 5 min at 800 × *g*. The supernatant, containing the majority of nematodes, was filtered over a 45 μm-gauze to remove small F1 larvae, rinsed back into the falcon tubes and centrifuged for 15 min at 800 × *g*. The harvested worm population therefore consists of staged young adult nematodes. Trizol (Invitrogen, Germany) was added to the nematode pellet and stored at -20°C until further use.

### Sediment toxicity test

The nematode bioassay was carried out, with few modifications, according to a standard method [50] used to draft ISO/DIS 10872 [51]. Sediment (0.5 g wet weight) was mixed with 0.5 ml of *E. coli *(OP50, approximately 10^10 ^cells ml^-1^) suspended in K-medium in 12-well polystyrene multi dishes (Nunc, Wiesbaden, Germany). Five first-stage (L1) juvenile worms were transferred to each test well. Four replicates were set up for each sediment. After 96 h at 20°C, the incubation was terminated by heat-killing the worms at 50°C. The samples were stained with 0.5 ml of aqueous Rose Bengal (0.5 g l-1). Nematodes were isolated from the sediment according to standard procedures (ASTM, 2001), using a mixture of a suspension of colloidal silica (Ludox TM50; Sigma-Aldrich, Germany) and deionized water (density: 1.13 g cm-3). Sediment and nematodes were removed from the test wells with a Pasteur pipette by washing with approximately 5 ml of Ludox. This suspension was transferred to a centrifuge tube (1 ml), thoroughly mixed, and centrifuged for 10 min at 800 × *g*. The supernatant, which contained the nematodes, was poured into a Petri dish, and the pellet, containing sediment particles, was resuspended with diluted Ludox and again centrifuged to extract any remaining nematodes. On average, 84% (± 18% SD; *n *= 68) of the test organisms were recovered by this procedure. Nematode reproduction was quantified by counting the juvenile offspring under a dissecting microscope at 25-fold magnification. The statistic significance was calculated using the one-way ANOVA with post-hoc Dunnett's test (p < 0.01).

### RNA preparation and cDNA synthesis

The RNA isolation followed standard procedures using Trizol reagent (Invitrogen, Germany), however modified to include a homogenization step with 0.5 mm glass beads to maximize cell breakage. RNA was purified subsequently using an RNeasy and DNase digestion kit (Qiagen, Germany) and quantified spectroscopically (NanoDrop1000, ThermoScientific, UK). All experiments were conducted following a reference design with the reference sample generated from a pool of RNA extracted from all sediment exposed worms as well as from the laboratory control. For hybridization, replicate samples (10 μg total RNA) of sediment and a universal reference were reverse transcribed using Moloney Murine Leukemia Virus (MMLV) reverse transcriptase (ABgene, Surrey, UK). The synthesized cDNAs were indirectly labeled with fluorescent dyes, Cy3 and Cy5 (GE Healthcare, UK) and purified using the CyScribe™ GFX Purification Kit (Amersham Biosciences, Buckinghamshire, UK). cDNA labeling quality and quantity was assessed by spectroscopic analysis.

### DNA microarrays

Global transcripts abundance was analyzed using the *C. elegans *oligonucleotide set version 1.1 (Operon™), comprising 19,873 70 mer oligonucleotides designed to the most 3' region of all predicted genes. The oligos were resuspended at 200 ng/μl with Pronto buffer (Corning Inc. Life Sciences UK) and printed onto UltraGAPS™ slides (Corning, Barry, UK) using a Genetix QArray 2 microarraying robot, and immobilized by UV cross linking. Slides were blocked using 1% Bovine Serum Albumin (BSA), 5 × SSC and 0.1% SDS (all Sigma, UK) at 42°C for 45 minutes, washed five times in sterile water and dried. Hybridizations utilized 35 pmol of Cy dye molecules for each channel at 42°C for 24 hours. After removal and washing, slides were scanned at 633 nm (Cy5) and 543 nm (Cy3) on a ScanArray™ Express microarray scanner (Perkin Elmer, Beaconsfield, UK).

### Analysis of microarray data

BlueFuse software (BlueGnome Ltd., Great Shelford, UK) was used to quantify the spot signals. Pre-normalization of raw data was performed via the print-tip Lowess method using the R package (written by Terry Speeds Microarray Data Analysis Group, University of Berkerley, USA). The pre-normalized R & G signal was exported to TIGR Multiexperiment Viewer (MeV) and Genespring GX 7.3.1 (Agilent Technologies, Stockport, UK) for robust statistical data analysis. Initial p-value multiple False Discovery Rate (FDR) correction by Bonferroni, Benjamin-Hochberg, or Westfall-Young Step Down yielded few genes, namely 34 genes (24 up regulated and 10 down regulated) with Rhine and 41 genes (24 up regulated and 17 down regulated) genes with Elbe samples. However, these low numbers are prohibitive for meaningful Gene ontology and Pathway analysis. Rather than "relax" the p-value after ANOVA and FDR correction we opted to limit the data by selecting the 0.7 to 1.4 limits of the normal distribution (equivalent to 71% of the normally distributed data). The data output was analyzed following a per chip and per gene median polishing algorithm and quality assessment of the normalization procedure performed by Boxplot and MA plot visualization. Only data that were present in all 3 sediments and within the 0.7 to 1.4 limits of the normal distribution were used for further analysis. Although this dataset can be expected to contain some false positives (type 1 error), it minimizes the introduction of "false negatives" (type 2 error) without overly minimizing the data set. Particularly in this case it was deemed ideal as we were not seeking to identify individual differentially regulated transcripts (which is when a false positive becomes a problem and Bonferroni/Hochberg type correction valuable – if not essential), but focus on more gene overlapping GO and KEGG pathway analyses.

Principal component analyses (PCA) and condition tree analyses were used to identify the distribution of sample patterns. The cut-off value for up- and down-regulation was set to 1.4-fold, based on previous microarray profiling studies that showed that the magnitude of gene expression differences is frequently below 2-fold [52,53]. Differentially expressed gene lists were created employing one way ANOVA (p < 0.05) without multiple sample correction. Microarray Analysis Tools (developed by James Lund, University of Kentucky, USA) were used to perform functional analyses to identify biological processes and significantly changing gene classes.

### Data accessibility

The transcript profiles reported in this paper have been deposited in the National Center for Biotechnology Information's (NCBI) Gene Expression Omnibus (GEO) database. The accession numbers is GSE11837.

## Authors' contributions

GR, RM, SH and SRS conceived the work. EC and GR provided the river sediments, isolated the pore water and carried out chemical analyses, the Comet assay and the YES test. SH cultivated and exposed *C. elegans *both for reproduction assay and the treatment for gene expression analysis. RM, SCS and SM carried out all DNA microarray experiments including RNA isolation and preparation of cDNA. Analysis and interpretation of microarray data was performed by SCS, RM and SRS. RM, SRS and CEWS wrote most parts of the paper. All authors have read and approved the manuscript.

## Supplementary Material

Additional file 1 **Differentially regulated genes due to the exposure to the Elbe sediment**. Significantly changing transcripts in *C. elegans *exposed to the Elbe (E) sediment [ANOVA, p < 0.05 without multiple sample correction, fold-change to reference sediment Danube (D) > 1.4 (up-regulated) or < 0.7 (down-regulated)]. Click here for file

Additional file 2 **Differentially regulated genes due to the exposure to the Rhine sediment**. Significantly changing transcripts in *C. elegans *exposed to the Rhine (R) sediment [ANOVA, p < 0.05 without multiple sample correction, fold-change to reference sediment Danube (D) > 1.4 (up-regulated) or < 0.7 (down-regulated)]. Click here for file

Additional file 3 **List of all differentially regulated GO categories**. Biological GO processes overrepresented in sediment exposed nematodes using the Danube sediment sample as reference. Click here for file

Additional file 4 **Molecular functions – partial GO tree**. Partial GO tree presenting relevant molecular functions which were found to be overrepresented in *C. elegans *exposed to Elbe and/or Rhine sediments. Click here for file

Additional file 5 **Cellular components – partial GO tree**. Partial GO tree presenting relevant cellular components which were found to be overrepresented in *C. elegans *exposed to Elbe and/or Rhine sediments. Click here for file

Additional file 6 **Overlapping differentially regulated genes of Elbe and Rhine**. *C. elegans *transcripts that significantly changed in response to both Elbe and Rhine sediment exposure [ANOVA, p < 0.05 without multiple sample correction, fold-change to reference sediment Danube > 1.4 (up-regulated) or < 0.7 (down-regulated), for color code see below]. Click here for file

Additional file 7 **Description of 58 differentially expressed genes involved in several reproduction associated, aging regulating and/or developmental processes**. Identification, direction of change and description of all 58 genes which belong to one or more of the selected GO categories. Click here for file

Additional file 8 **Overlapping differentially regulated genes of selected toxico- genomic studies in *C. elegans***. *C. elegans' *transcripts significantly changed in response to sediment exposures (this study) and PCB52 [11], Cd [12] and two humic substances [10]. Click here for file

Additional file 9 **Principal component analysis (PCA) including a liquid medium laboratory control**. PCA of significantly changing genes in *C. elegans *exposed to three river sample sediments: Danube (red), Elbe (yellow) and Rhine (blue) or S-basal, an artificial laboratory control (black). Note that PCA analysis identifies that the laboratory control exposure clusters distinctly separate from the three sediment exposures when laboratory control (**A**) or the Danube sediment (**B**) is used as the baseline dataset. Click here for file

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 1 — Differentially regulated genes due to the exposure to the Elbe sediment. Significantly changing transcripts in C. elegans exposed to the Elbe (E) sediment [ANOVA, p < 0.05 without multiple sample correction, fold-change to reference sediment Danube (D) > 1.4 (up-regulated) or < 0.7 (down-regulated)].

### Additional file 1 – Differentially regulated genes due to the exposure to the Elbe sediment

Significantly changing transcripts in *C. elegans* exposed to the Elbe (E) sediment [ANOVA, p<0.05 without multiple sample correction, fold-change to reference sediment Danube (D) > 1.4 (up-regulated) or < 0.7 (down-regulated)].

| Y44E3A.1 | 680.7 | 0.284 | 0.22 | 0.043 |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| C14C11.5 | 525.2 | 0.313 | 0.17 | 0.032 | *srx-117* | 7-transmembrane receptor |

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 2 — Differentially regulated genes due to the exposure to the Rhine sediment. Significantly changing transcripts in C. elegans exposed to the Rhine (R) sediment [ANOVA, p < 0.05 without multiple sample correction, fold-change to reference sediment Danube (D) > 1.4 (up-regulated) or < 0.7 (down-regulated)].

### Additional file 2 – Differentially regulated genes due to the exposure to the Rhine sediment

Significantly changing transcripts in *C. elegans* exposed to the Rhine (R) sediment [ANOVA, p<0.05 without multiple sample correction, fold-change to reference sediment Danube (D) > 1.4 (up-regulated) or < 0.7 (down-regulated)].

| C55B7.12 | 423.4 | 0.105 | 0.25 | 0.008 |  | No Significant Match |
| --- | --- | --- | --- | --- | --- | --- |
| VW02B12L.3 | 553.9 | 0.0866 | 0.25 | 0.017 | *ebp-2* | Microtubule-binding protein involved in cell cycle control |
| F46G11.1 | 1.881 | 0.149 | 0.24 | 0.010 |  | Predicted mitochondrial DNA helicase twinkle |
| R08E5.4 | 556.4 | 0.201 | 0.22 | 0.030 |  | Unnamed protein |
| R08E5.1 | 523.6 | 0.356 | 0.22 | 0.026 |  | SAM-dependent methyltransferases |
| F02E11.4 | 461 | 0.184 | 0.18 | 0.047 |  | Unnamed protein |
| C14C11.5 | 576.8 | 0.241 | 0.17 | 0.022 | *srx-117* | 7-transmembrane receptor |
| W07G1.4 | 768.4 | 0.28 | 0.13 | 0.029 |  | No Significant Match |

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 3 — List of all differentially regulated GO categories. Biological GO processes overrepresented in sediment exposed nematodes using the Danube sediment sample as reference.

### Additional file 3 – List of all differentially regulated GO categories

Biological GO processes overrepresented in sediment exposed nematodes using the Danube sediment sample as reference.

| GO:0044464; cell part | 4860 | 139 | 158 | 2.1E-79 | 7.4E-93 |
| --- | --- | --- | --- | --- | --- |
| GO:0005622; intracellular | 2858 | 76 | 94 | 3.3E-27 | 1.6E-38 |
| GO:0044424; intracellular part | 2329 | 62 | 81 | 7.5E-21 | 2.8E-33 |
| GO:0016020; membrane | 2253 | 67 | 71 | 7.7E-26 | 1.8E-25 |
| GO:0043226; organelle | 1788 | 53 | 62 | 3.2E-19 | 1.0E-23 |
| GO:0043229; intracellular organelle | 1780 | 53 | 62 | 2.6E-19 | 8.0E-24 |
| GO:0044425; membrane part | 1490 | 36 | 43 | 1.9E-09 | 1.9E-12 |
| GO:0043227; membrane-bound organelle | 1446 | 44 | 46 | 1.0E-15 | 4.3E-15 |
| GO:0043231; intracellular membrane-bound organelle | 1440 | 44 | 46 | 8.6E-16 | 3.7E-15 |
| GO:0031224; intrinsic to membrane | 1307 | 33 | 40 | 5.1E-09 | 3.0E-12 |
| GO:0016021; integral to membrane | 1299 | 33 | 39 | 4.4E-09 | 1.2E-11 |
| GO:0005634; nucleus | 1153 | 35 | 36 | 5.7E-12 | 4.3E-11 |
| GO:0005737; cytoplasm | 1092 | 26 | 39 | 2.9E-06 | 4.5E-14 |
| GO:0032991; macromolecular complex | 705 | 18 | 26 | 2.1E-04 | 3.8E-09 |
| GO:0044444; cytoplasmic part | 625 | 16 | 23 | 7.9E-04 | 6.2E-08 |
| GO:0044422; organelle part | 572 | 19 | 22 | 1.8E-06 | 6.7E-08 |
| GO:0044446; intracellular organelle part | 565 | 19 | 21 | 1.5E-06 | 3.2E-07 |
| GO:0043234; protein complex | 531 | 12 | 15 | 3.8E-02 | 2.0E-03 |
| GO:0043228; non-membrane-bound organelle | 530 | 17 | 23 | 1.8E-05 | 2.4E-09 |
| GO:0043232; intracellular non-membrane-bound organelle | 530 | 17 | 23 | 1.8E-05 | 2.4E-09 |
| GO:0005694; chromosome | 193 | 10 | 7 | 1.2E-04 | 9.7E-02 |
| GO:0030529; ribonucleoprotein complex | 185 | 8 | 11 | 6.0E-03 | 2.7E-05 |
| GO:0044428; nuclear part | 155 | 3 | 8 | 1.0E+00 | 4.0E-03 |
| GO:0044427; chromosomal part | 150 | 8 | 4 | 1.0E-03 | 1.0E+00 |
| GO:0005840; ribosome | 141 | 6 | 9 | 5.5E-02 | 2.0E-04 |
| GO:0000785; chromatin | 122 | 6 | 3 | 2.6E-02 | 1.0E+00 |
| GO:0031974; membrane-enclosed lumen | 100 | 2 | 7 | 1.0E+00 | 2.0E-03 |
| GO:0043233; organelle lumen | 99 | 2 | 7 | 1.0E+00 | 2.0E-03 |
| GO:0031975; envelope | 84 | 5 | 3 | 3.7E-02 | 1.0E+00 |
| GO:0031981; nuclear lumen | 78 | 2 | 6 | 1.0E+00 | 4.0E-03 |
| GO:0005654; nucleoplasm | 60 | 2 | 5 | 1.0E+00 | 1.3E-02 |
| GO:0005740; mitochondrial envelope | 48 | 4 | 1 | 4.1E-02 | 1.0E+00 |
| GO:0031966; mitochondrial membrane | 40 | 4 | 0 | 2.0E-02 | 1.0E+00 |
| GO:0019866; organelle inner membrane | 35 | 4 | 0 | 1.2E-02 | 1.0E+00 |
| GO:0005743; mitochondrial inner membrane | 32 | 4 | 0 | 8.0E-03 | 1.0E+00 |
| GO:0005624; membrane fraction | 18 | 0 | 3 | 1.0E+00 | 3.9E-02 |

| **p < 1.0E-03** | **p < 1.0E-02** | **p < 5.0E-02** |
| --- | --- | --- |

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 4 — Molecular functions – partial GO tree. Partial GO tree presenting relevant molecular functions which were found to be overrepresented in C. elegans exposed to Elbe and/or Rhine sediments.

### Additional file 4 – Molecular functions - partial GO tree

Partial GO tree presenting relevant molecular functions which were found to be overrepresented in *C. elegans* exposed to Elbe and/or Rhine sediments.

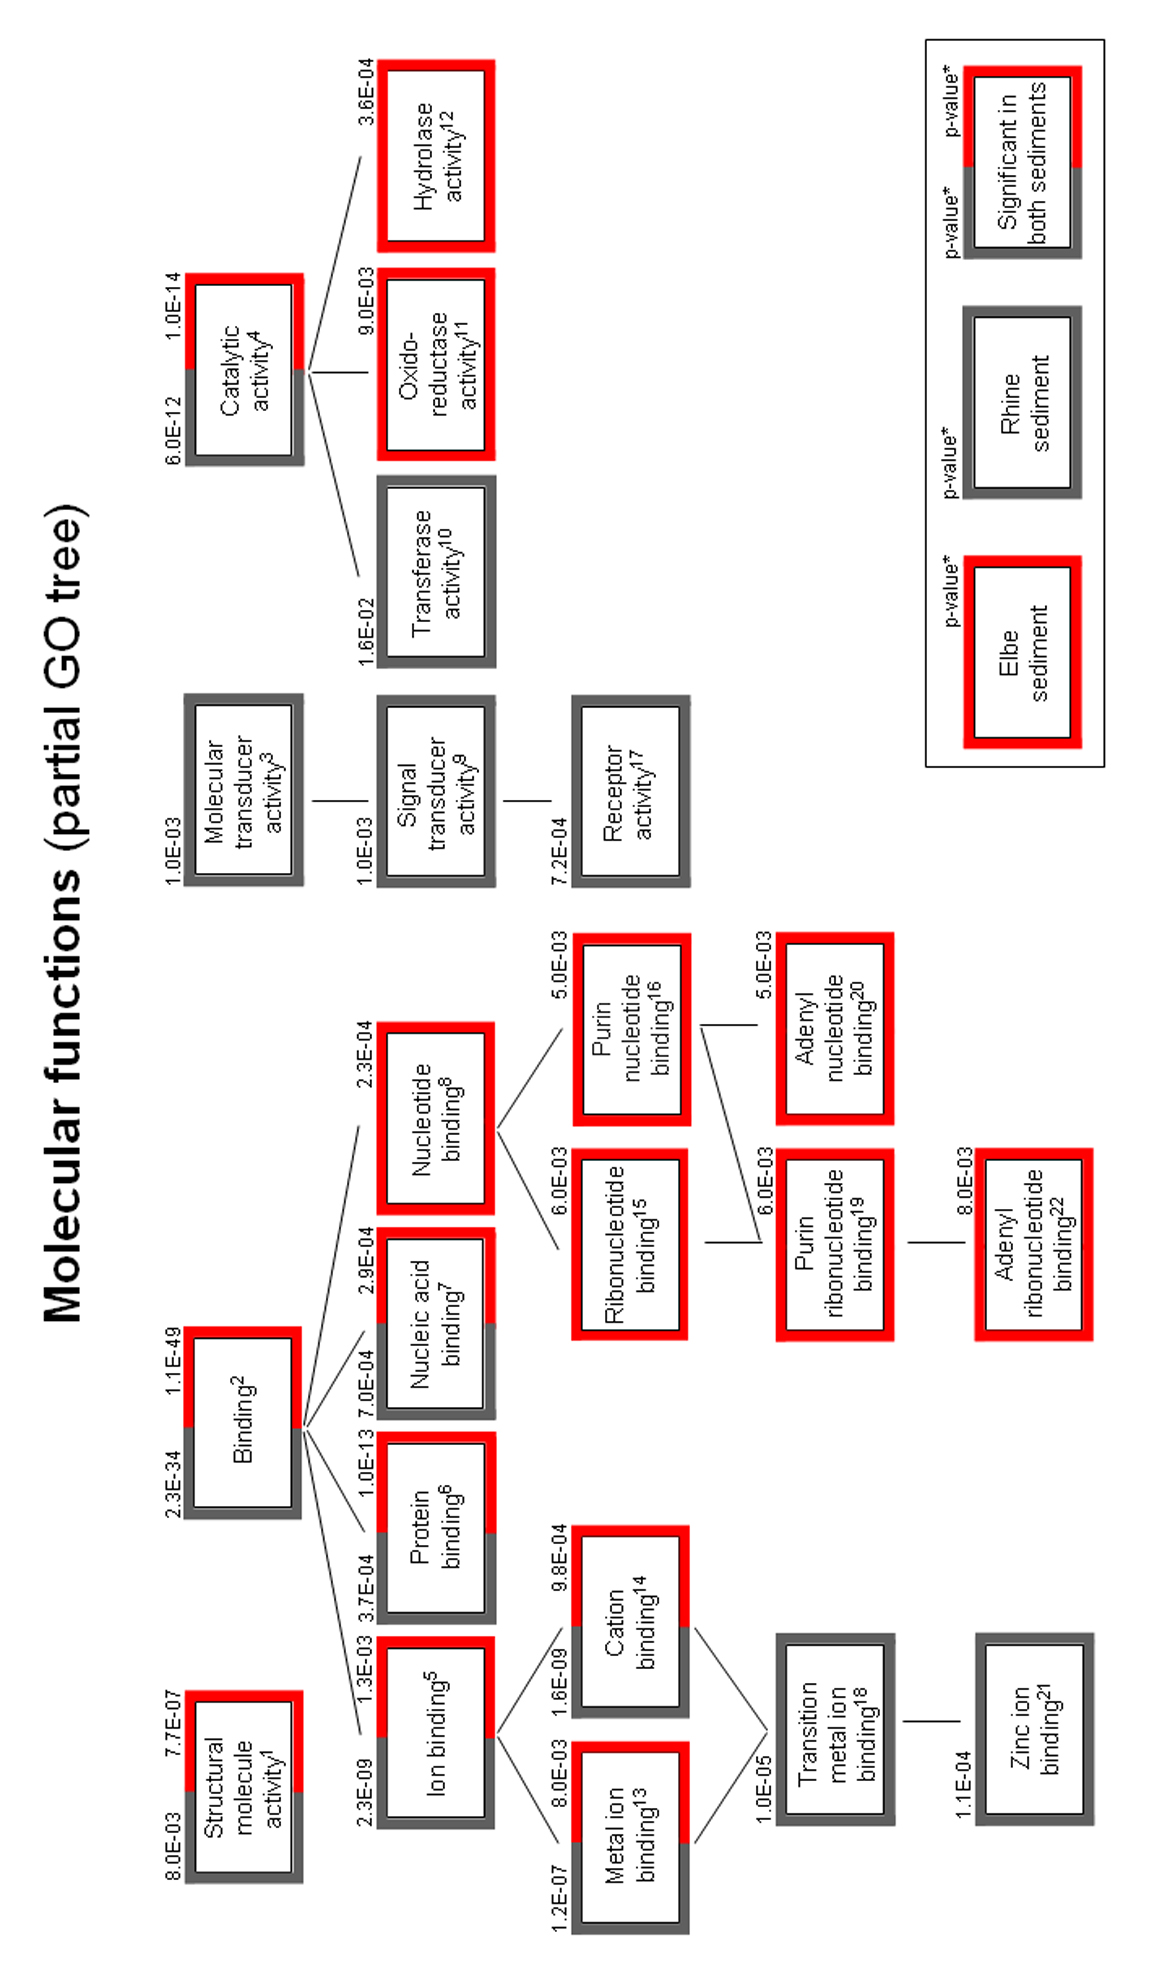

GO annotations: 1GO:0005198, 2GO:0005488, 3GO:0060089, 4GO:0003824, 5GO:0043167, 6GO:0005515, 7GO:0003676, 8GO:0000166, 9GO:0004871, 10GO:0016740, 11GO:0016491, 12GO:0016787, 13GO:0046872, 14GO:0043169, 15GO:0032553, 16GO:0017076, 17GO:0004872, 18GO:0046914, 19GO:0032555, 20GO:0030554, 21GO:0008270, 22GO:0032559

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 5 — Cellular components – partial GO tree. Partial GO tree presenting relevant cellular components which were found to be overrepresented in C. elegans exposed to Elbe and/or Rhine sediments.

### Additional file 5 – Cellular components - partial GO tree

Partial GO tree presenting relevant cellular components which were found to be overrepresented in *C. elegans* exposed to Elbe and/or Rhine sediments.

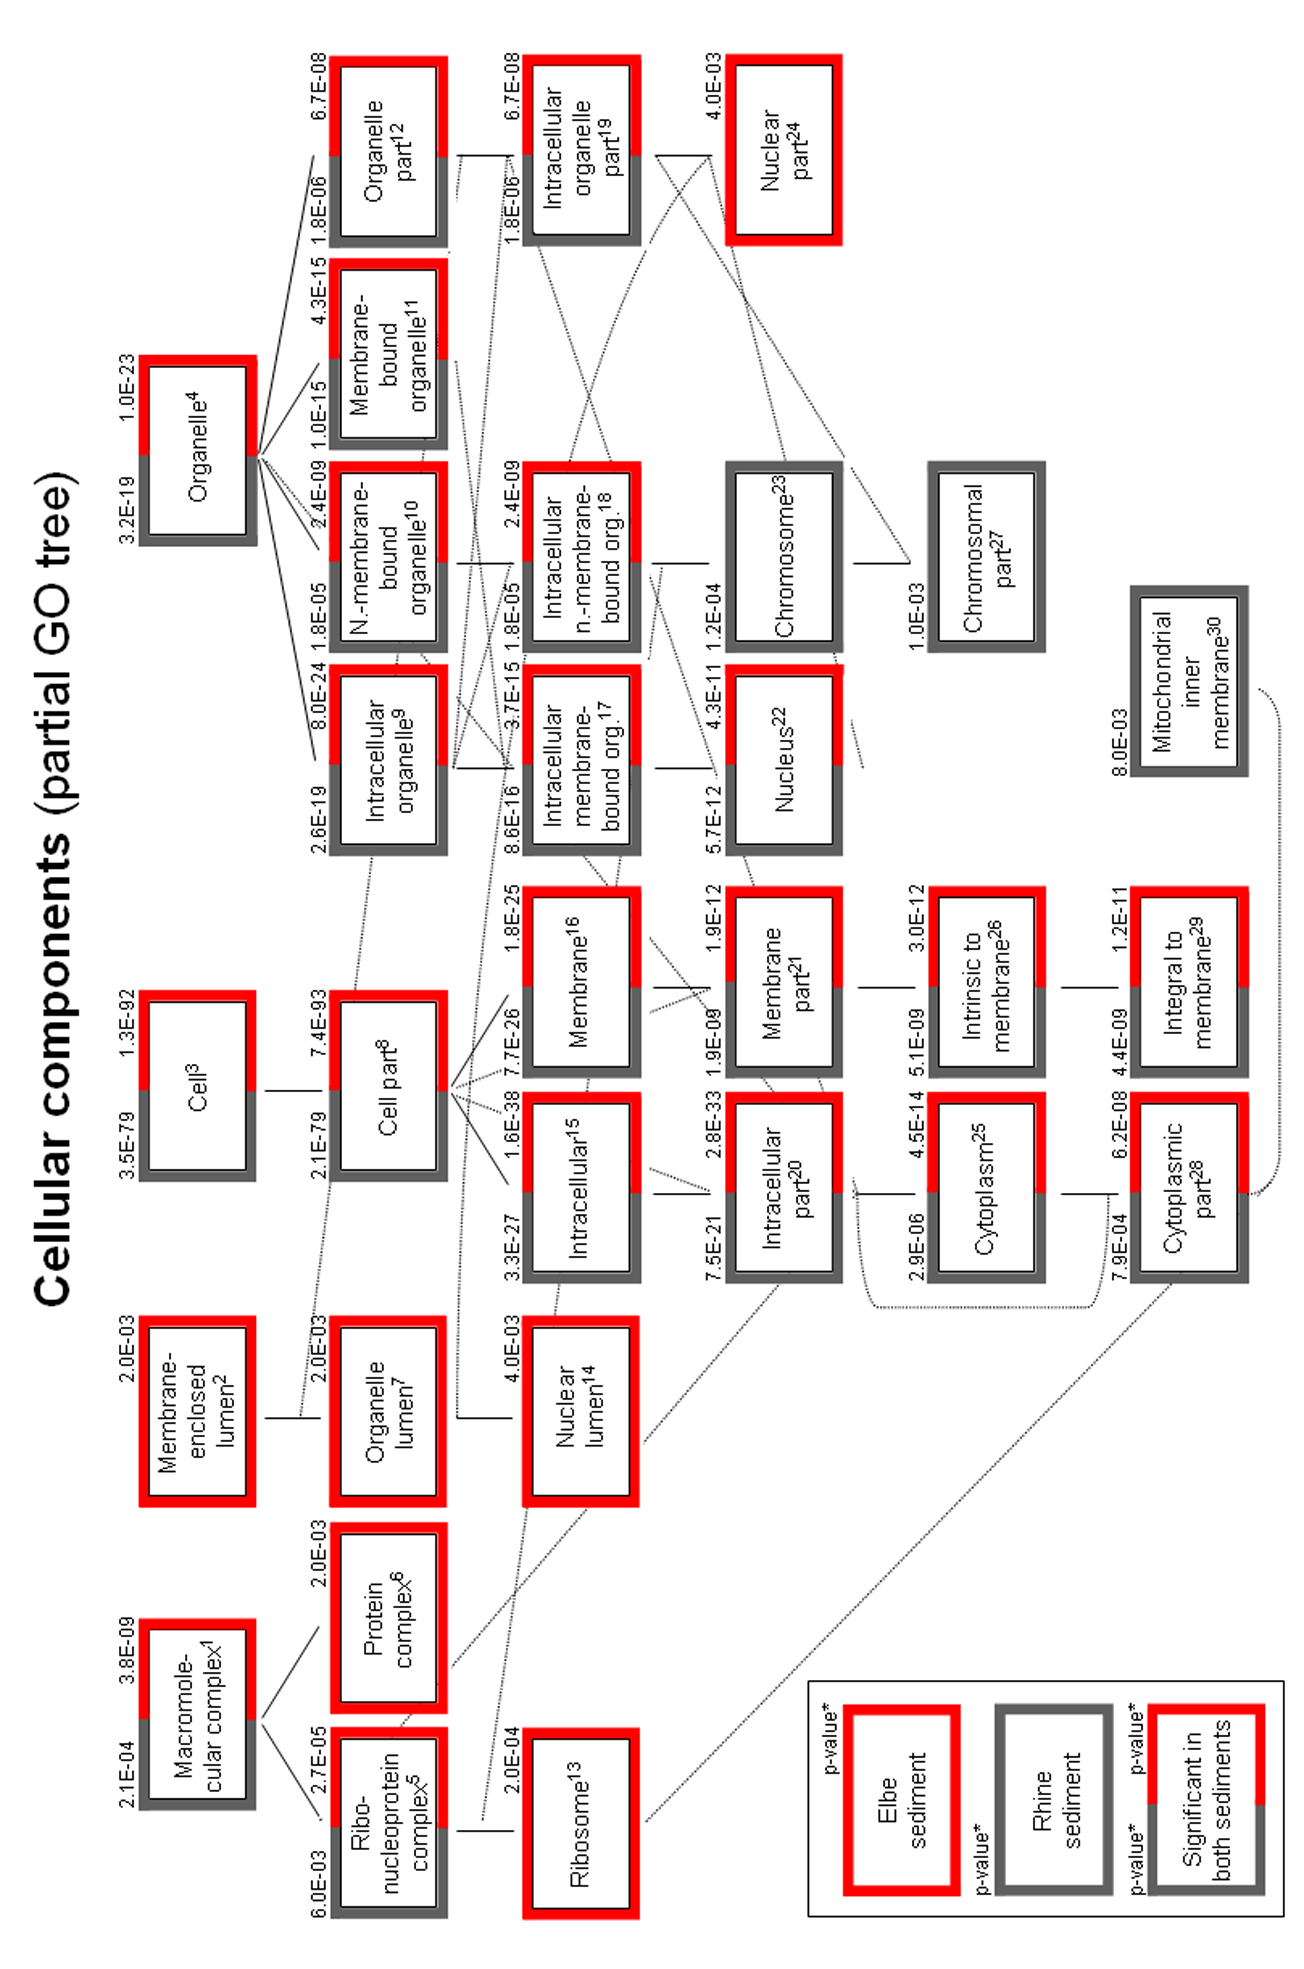

1GO:0032991, 2GO:0031974, 3GO:0005623, 4GO:0043226, 5GO:0030529, 6GO:0043234, 7GO:0043233, 8GO:0044464, 9GO:0043229, 10GO:0043228, 11GO:0043227, 12GO:0044422, 13GO:0005840, 14GO:0031981, 15GO:0005622, 16GO:0016020, 17GO:0043231, 18GO:0043232, 19GO:0044446, 20GO:0044424, 21GO:0044425, 22GO:0005634, 23GO:0005694, 24GO:0044428, 25GO:0005737, 26GO:0031224, 27GO:0044427, 28GO:0044444, 29GO:0016021

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 6 — Overlapping differentially regulated genes of Elbe and Rhine. C. elegans transcripts that significantly changed in response to both Elbe and Rhine sediment exposure [ANOVA, p < 0.05 without multiple sample correction, fold-change to reference sediment Danube > 1.4 (up-regulated) or < 0.7 (down-regulated), for color code see below].

### Additional file 6 – Overlapping differentially regulated genes of Elbe and Rhine

*C. elegans* transcripts that significantly changed in response to both Elbe and Rhine sediment exposure [ANOVA, p<0.05 without multiple sample correction, fold-change to reference sediment Danube > 1.4 (up-regulated) or < 0.7 (down-regulated), for color code see below].

| **<0.2**  **0.2** | **<0.3** | **<0.5** | **<0.7** | **<...>** | **>1.4** | **>2.0** | **>3.0** | **>4.0** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 7 — Description of 58 differentially expressed genes involved in several reproduction associated, aging regulating and/or developmental processes. Identification, direction of change and description of all 58 genes which belong to one or more of the selected GO categories.

### Additional file 7 – Description of 58 differentially expressed genes involved in several aging regulating and/or developmental processes

Identification, direction of change and description of all 58 genes which belong to one or more of the selected GO categories.

1GO terms associated with reproduction (50 in total), 2GO:0048513, 3GO:0040035, 4GO:0048523, 5GO:0051093, 6GO:0008340

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 8 — Overlapping differentially regulated genes of selected toxico- genomic studies in C. elegans. C. elegans' transcripts significantly changed in response to sediment exposures (this study) and PCB52 [11], Cd [12] and two humic substances [10].

### Additional file 8 – Overlapping differentially regulated genes of selected toxico- genomic studies in *C. elegans*

*C. elegans’* transcripts significantly changed in response to sediment exposures (this study) and PCB52 [11], Cd [12] and two humic substances [10].

| Y119D3A.4 |  | **×** | **×** |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Y46G5A.26 |  | **×** | **×** |  |  |  | *lgc-35* | GABA receptor |
| Y53F4B.17 |  | **×** | **×** |  |  |  |  | unknown |
| Y54F10BM.1 |  | **×** | **×** |  |  |  | *fbxa-1* | serine/threonine protein phosphatase |
| Y54G2A.21 |  | **×** | **×** |  |  |  |  | unknown |
| Y71D11A.1 |  | **×** | **×** |  |  |  | *cdh-12* | cadherin |
| Y71H2AR.2 |  | **×** | **×** |  |  |  |  | cysteine proteinase Cathepsin L |
| ZC196.9 |  | **×** | **×** |  |  |  |  | membrane protein |
| ZK546.14 |  | **×** | **×** |  |  |  |  | uncharacterized conserved protein |
| T08G5.1 | **×** | **×** |  | **×** |  |  |  | unknown |
| C18A11.1 | **×** |  |  | **×** |  |  |  | unknown |
| C32F10.4 | **×** |  |  | **×** |  |  |  | unknown |
| C45G7.3 | **×** |  |  | **×** |  |  | [*ilys-3*](http://www.wormbase.org/db/gene/gene?name=ilys-3;class=Gene) | predicted as invertebrate lysozyme |
| F22B7.9 | **×** |  |  | **×** |  |  |  | predicted methyltransferase |
| K01A2.2 | **×** |  |  | **×** |  |  | [*far-7*](http://www.wormbase.org/db/gene/gene?name=far-7;class=Gene) | fatty-acid and retinol-binding protein |
| W01A11.1 | **×** |  |  | **×** |  |  |  | predicted hydrolases or acyltransferases |
| F53C3.12 |  | **×** |  | **×** |  |  | [*bcmo-2*](http://www.wormbase.org/db/gene/gene?name=bcmo-2;class=Gene) | beta-carotene 15,15'-dioxygenase |
| K03E5.2 | **×** | **×** |  |  | **×** |  |  | unknown |
| F11G11.2 | **×** |  |  |  | **×** |  | [*gst-7*](http://www.wormbase.org/db/gene/gene?name=gst-7;class=Gene) | glutathione S-transferase |
| F28B3.10 | **×** |  |  |  | **×** |  |  | unknown |
| F43D9.4 | **×** |  |  |  | **×** |  | [*sip-1*](http://www.wormbase.org/db/gene/gene?name=sip-1;class=Gene) | alpha crystalline, small heat shock protein |
| F54F2.2 | **×** |  |  |  | **×** |  | [*zfp-1*](http://www.wormbase.org/db/gene/gene?name=zfp-1;class=Gene) | PHD zinc finger protein AF10 |
| F59A1.11 | **×** |  |  |  | **×** |  |  | unknown |
| K08A2.2 | **×** |  |  |  | **×** |  |  | unknown |
| T01C4.1 | **×** |  |  |  | **×** |  |  | chitinase |
| C52B11.3 |  | **×** |  |  | **×** |  | [*dop-4*](http://www.wormbase.org/db/gene/gene?name=dop-4;class=Gene) | G-protein coupled receptor |
| H05C05.2 |  | **×** |  |  | **×** |  |  | unknown |
| H14E04.4 |  | **×** |  |  | **×** |  |  | unknown |
| K10B3.6 |  | **×** |  |  | **×** |  |  | predicted starch-binding protein |
| T04C12.2 |  | **×** |  |  | **×** |  | [*srh-75*](http://www.wormbase.org/db/gene/gene?name=srh-75;class=Gene) | predicted olfactory G-protein coupled receptor |
| Y39A1C.4 |  | **×** |  |  | **×** |  | [*hex-3*](http://www.wormbase.org/db/gene/gene?name=hex-3;class=Gene) | beta-N-acetylhexosaminidase |
| C10A4.2 | **×** |  |  |  |  | **×** |  | unknown |
| F37C12.4 | **×** |  |  |  |  | **×** | [*rpl-36*](http://www.wormbase.org/db/gene/gene?name=rpl-36;class=Gene) | 60S ribosomal protein L36 |
| F56C3.6 | **×** |  |  |  |  | **×** | [*dgn-2*](http://www.wormbase.org/db/gene/gene?name=dgn-2;class=Gene) | Dystroglycan |
| H22D07.1 | **×** |  |  |  |  | **×** | [*gnrr-5*](http://www.wormbase.org/db/gene/gene?name=gnrr-5;class=Gene) | 7 transmembrane receptor |
| K02B12.8 | **×** |  |  |  |  | **×** | [*zhp-3*](http://www.wormbase.org/db/gene/gene?name=zhp-3;class=Gene) | RING finger protein involved in synaptonemal complex formation |
| T26G10.1 | **×** |  |  |  |  | **×** |  | ATP-dependent RNA helicase |
| C04G2.1 |  | **×** |  |  |  | **×** | [*ttr-39*](http://www.wormbase.org/db/gene/gene?name=ttr-39;class=Gene) | uncharacterized protein with conserved cysteine |
| C13C4.3 |  | **×** |  |  |  | **×** | [*nhr-136*](http://www.wormbase.org/db/gene/gene?name=nhr-136;class=Gene) | nuclear hormone receptor |
| C54D1.2 |  | **×** |  |  |  | **×** | [*clec-86*](http://www.wormbase.org/db/gene/gene?name=clec-86;class=Gene) | C-type lectin |
| F48D6.4 |  | **×** |  |  |  | **×** |  | unknown |
| R02D3.5 |  | **×** |  |  |  | **×** |  | protein farnesyltransferase |
| Y39G10AR.17 |  | **×** |  |  |  | **×** |  | unknown |

| **ID** | **Elbe sediment** | **Rhine sediment** | **PCB52 [11]** | **Cd [12]** | **HS1500 [10]** | **HS Fuchs-kuhle [10]** | **CGC name** | **Description** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **DOWN-REGULATED GENES** | | | | | | | | |
| T09F5.9 | **×** | **×** | **×** | **×** |  |  | *clec-47* | C-type lectin |
| C03G6.5 | **×** | **×** | **×** |  |  |  |  | unknown |
| B0302.1 | **×** |  | **×** |  |  |  | *kin-25* | CK and related non-receptor tyrosine kinases |
| C16C2.3 | **×** |  | **×** |  |  |  | *ocrl-1* | inositol-1,4,5-triphosphate 5-phosphatase |
| F57B9.3 | **×** |  | **×** |  |  |  | *phi-2* | translation initiation factor 4F |
| M02A10.1 | **×** |  | **×** |  |  |  |  | unknown |
| Y92H12BL.4 | **×** |  | **×** |  |  |  |  | unknown |
| ZK632.13 | **×** |  | **×** |  |  |  | *lin-52* | uncharacterized conserved protein |
| C24A3.4 |  | **×** | **×** |  |  |  |  | unknown |
| C27D6.6 |  | **×** | **×** |  |  |  | *srb-5* | Sra family integral membrane protein |
| C44E4.1 |  | **×** | **×** |  |  |  |  | Zn-binding protein Push |
| F07C3.2 |  | **×** | **×** |  |  |  |  | unknown |
| F15H10.2 |  | **×** | **×** |  |  |  | *col-13* | Collagen (type IV and type XIII) |
| F21H7.2 |  | **×** | **×** |  |  |  |  | unknown |
| F33H2.6 |  | **×** | **×** |  |  |  |  | uncharacterized conserved protein |
| F44C8.6 |  | **×** | **×** |  |  |  | *nhr-56* | nuclear hormone receptor |
| F48C1.8 |  | **×** | **×** |  |  |  |  | unknown |
| K12D12.1 |  | **×** | **×** |  |  |  | *top-2* | DNA topoisomerase type II |
| M01E5.3 |  | **×** | **×** |  |  |  |  | unknown |
| Y105E8A.16 |  | **×** | **×** |  |  |  | *rps-20* | 40S ribosomal protein S20 |
| F17E5.1 | **×** | **×** |  |  | **×** | **×** | *lin-2* | Ca2+/calmodulin-dependent protein kinase |
| C03H5.5 | **×** |  |  |  | **×** |  |  | RNA polymerase I-associated factor - PAF67 |
| F01G4.1 | **×** |  |  |  | **×** |  | *psa-4* | chromatin remodeling complex SWI/SNF |
| F11A1.3 | **×** |  |  |  | **×** |  | *daf-12* | steroid hormone receptor |
| F40F12.5 | **×** |  |  |  | **×** |  | *cyld-1* | familial cylindromatosis protein |
| M02B1.2 | **×** |  |  |  | **×** |  |  | unknown |
| R09A8.1 | **×** |  |  |  | **×** |  |  | unknown |
| Y39A3B.1 | **×** |  |  |  | **×** |  |  | aminopeptidases of the M20 family |
| Y44A6D.5 | **×** |  |  |  | **×** |  |  | branched chain aminotransferase BCAT1 |
| C02F12.1 |  | **×** |  |  | **×** |  | *tsp-17* | tetraspanin family integral membrane protein |
| C05E7.3 |  | **×** |  |  | **×** |  |  | unknown |
| C08H9.1 |  | **×** |  |  | **×** |  |  | Serine carboxypeptidases (lysosomal cathepsin A) |
| C38C3.6 |  | **×** |  |  | **×** |  |  | unknown |
| C46A5.6 |  | **×** |  |  | **×** |  |  | unknown |
| D2085.7 |  | **×** |  |  | **×** |  |  | uncharacterized conserved protein |
| F17E5.2 |  | **×** |  |  | **×** |  |  | predicted mitochondrial carrier protein |
| F20A1.7 |  | **×** |  |  | **×** |  | *twk-11* | two-P domain potassium channel protein |
| F55C12.4 |  | **×** |  |  | **×** |  |  | unknown |
| T22H2.1 |  | **×** |  |  | **×** |  | *sri-12* | 7 transmembrane receptor |
| Y57G11B.3 |  | **×** |  |  | **×** |  |  | unknown |
| B0213.14 | **×** | **×** |  |  |  | **×** | *cyp-34A8* | cytochrome P450 |
| C06B8.2 | **×** |  |  |  |  | **×** |  | unknown |
| F07A5.4 | **×** |  |  |  |  | **×** |  | unknown |
| C06C6.5 |  | **×** |  |  |  | **×** | *nhr-50* | nuclear hormone receptor |
| C01G10.3 |  | **×** |  |  |  | **×** | *srx-78* | 7 transmembrane receptor |

# Supplementary material for: Gene expression profiling to characterize sediment toxicity – a pilot study using Caenorhabditis elegans whole genome microarrays
**Source:** BMC Genomics. 2009 Apr 14;10:160. doi: 10.1186/1471-2164-10-160
**Supplement:** Additional file 9 — Principal component analysis (PCA) including a liquid medium laboratory control. PCA of significantly changing genes in C. elegans exposed to three river sample sediments: Danube (red), Elbe (yellow) and Rhine (blue) or S-basal, an artificial laboratory control (black). Note that PCA analysis identifies that the laboratory control exposure clusters distinctly separate from the three sediment exposures when laboratory control (A) or the Danube sediment (B) is used as the baseline dataset.

### Additional file 9 – Principal component analysis (PCA) including a liquid medium laboratory control

PCA of significantly changing genes in *C.elegans* exposed to three river sample sediments: Danube (red), Elbe (yellow) and Rhine (blue) or S-basal, an artificial laboratory control (black). Note that PCA analysis identifies that the laboratory control exposure clusters distinctly separate from the three sediment exposures when laboratory control (**A**) or the Danube sediment (**B**) is used as the baseline dataset.

How the deposited data were processed for this re-analysis (not part of the article)

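The data are 15 2-colour microarrays of C. elegans exposed to river sediment, 5 each for Danube, Elbe and Rhine sediment. On every array the sediment sample carried Cy5 and a common reference carried Cy3. The replicates are described in the paper as independent repetitions, each pooled from 24 vials.

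For each array the authors deposited the spot intensities of both channels as BlueFuse 3.4 wrote them, on a linear scale, not normalized and without a separate background value. The authors also deposited the confidence score, from 0 to 1, and the grade that BlueFuse had given each spot, according to the file headers, where the lowest grade stands for a score under 0.05, and 0 spots were excluded by hand. The authors also deposited a table of 18653 rows whose values are linear ratios to the gene's own median, made by print-tip Lowess and then by median polishing per chip and per gene in GeneSpring GX, as their methods say. The methods leave open which signal was polished. Set against the spot intensities, 18575 of the 18653 rows matched the Cy5 signal of 1 identifier after print-tip loess (1 minus the correlation over the arrays under 0.001), and 0 matched the Cy3 signal, the ratio of both channels, their mean or the Cy5 signal before normalization. The reference is therefore not divided out in that table. Its column medians were 1, except 0.998 for Rhine replicate 1, and its row medians were 1 to 1.006. The table named 18286 identifiers, 490 rows had the same values as another row, and 78 rows were not matched. Counts by limma in that table were taken over the 18286 identifiers, those set against the reported analysis over the 18266 probes whose identifier holds 1 probe name, and those of the methods' t-test over the 18364 rows with different values.

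From the intensities, log2(Cy5/Cy3) was computed and normalized within each array by print-tip loess over 48 blocks with limma 3.58.1 in R 4.3.3. The 2370 control and empty spots had weight 0 in the loess and were left out afterwards. Spots of 1 probe were averaged. A probe was used if it had a spot above the lowest grade on at least 3 of the 5 arrays of each sediment. This kept 5347 of 19084 probes and left out 13737. The design fixed in advance named spots flagged bad, and the reading of the lowest grade as that flag was settled from the file headers before any test result was seen. The filter follows signal strength and drops genes that are silent in 1 sediment. For genes that the paper names and the filter left out, values come from the same fit over all 19084 probes. Gene names were matched through locus tags to RefSeq symbols for 18089 probes, and 47 genes had more than 1 probe in use, of which the probe with the highest mean signal stood for the gene in the list tests.

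Differences between sediments were tested with limma's lmFit and eBayes over all 15 arrays, with Benjamini-Hochberg adjustment at 0.05. The methods' thresholds, a fold of at least 1.4 or at most 0.7 with an unadjusted p under 0.05, were counted from the same fit. Every adjusted p of a gene comes from this limma fit, and every adjusted p of a gene list comes from limma's camera with a preset correlation of 0.01 unless another test is named. Fry was run beside it. Single genes named by the paper were also tested by exact two-sided permutation of 5 against 5 arrays, without adjustment. Most of these genes were chosen by the study on the same samples and the signal of its value table. A small permutation p in that table is therefore not independent evidence. The paper's Methods name a one-way ANOVA for the lists of transcripts. For a pair of groups it equals a test with pooled variance, which is called the methods' t-test and was run on the same values and on the authors' value table. The one-way test over all 3 groups was run as well. Separation of the sediments is the mean correlation between arrays of 1 sediment minus that between arrays of different sediments.

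The 31 gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from 5 alternatives added later, which are a confidence of at least 0.1, the Cy5 signal alone, loess on the kept probes, the data without the 2 widest arrays and the methods' t-test on the authors' value table. The rule named every gene of the paper's Results and Discussion and the 29 genes of Fig. 3, whose values in the paper's tables had been seen. For Elbe and for Rhine against Danube it took the 10 named genes with the largest rise and the 10 with the largest fall among those with an adjusted p under 0.05 whose 5 exposed arrays all lay on 1 side of the Danube mean. Where fewer than 10 passed, the rest were taken by unadjusted p from those past the methods' thresholds. For each list described it took up to 3 members with the lowest unadjusted p. The alternatives were another within-array normalization, scaling between arrays, an offset of 50, other spot filters, array weights, only the 2 groups compared, the replicate number as a block, each array left out in turn, the slide series as a block and the authors' value table. Quantile normalization of the average signal leaves the ratios as they are and tests nothing about them. A count was taken as moved where it differed by more than 1.5 times. A tested gene or list was compared by call and direction, and an uncalled gene by whether it moved by more than 1 replicate SD.

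The procedure was tested on simulated data with 200 of 5347 probes changed, in 10 runs. For Elbe against Danube, 22.4% of 2-fold and 75.2% of 4-fold changes were recovered with 5.2% false calls. For Rhine against Danube the values were 23.9%, 73.6% and 6.1%. Of 50 simulated unchanged lists, 1 had a p under 0.05. Simulated probes varied independently, so this does not test camera on genes that are correlated. The precision is limited by the number of arrays. The GO categories and the laboratory control were not analysed here.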

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

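The tests of the share of higher probes in Rhine and of the separation of the sediments below were chosen after the results were seen, as were the settings Cy5 signal alone, loess on the kept probes and without the 2 widest arrays. The tests of the choice of probes and of other splits of the arrays were planned.

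F41F3.3 rose in Elbe with a log2 fold change of 3.106, cuticle collagens had a median of 0.311 in Elbe and proteasome genes a median of 0.617 in Rhine, and the paper's text does not discuss F41F3.3 or these groups, although its Additional file 8 lists the collagen gene col-13 as lower in Rhine and with PCB52, and the tables of Additional files 1, 2 and 6 describe some genes as collagens. Both lists passed camera with its preset correlation and neither did with an estimated correlation (adjusted p = 0.96 and 0.766). For the calls of single genes in Elbe, 1 of 100 splits of the Elbe and Danube arrays, the real one, gave 1 call and the highest other gave 0. That count rests on F41F3.3 alone, with an adjusted p of 0.0406 by limma. With single arrays left out, its call was kept only without Danube replicate 4 or Rhine replicate 5, so chance stays open. For the lists past camera, 37 of 100 splits in Elbe and 26 of 100 in Rhine gave as many as the real 1, with 2 as the highest other value in each, so chance is not excluded. For the probes at the methods' thresholds, 3 of 100 splits in Elbe reached the real 336 (highest other 411) and 1 of 100 in Rhine, the real one, reached 685 (highest other 619). Both shares are under 0.05, without correction for the number of split tests. Since 4 of the 5 Danube arrays lie in another series of slides than the Elbe and Rhine arrays, these splits do not test the series, and with it as a block there were 0 calls in Elbe and 95 and 118 probes at the thresholds. For the calls in Rhine against Danube and in Elbe against Rhine, the real value was 0, which every split reaches by construction (100 of 100), so the splits say nothing about chance there, and the highest other value was 1 in both.

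Among the probes past the methods' thresholds in Rhine, 88.8% were higher than in Danube. The slide series may account for it, since with the series as a block the share was 55.9%, but that fit rests on Danube replicate 5 as the only Danube array of its series. The reference channel may account for it as well, since the Cy3 signal of the kept probes, after normalization and relative to the median of each array, was lower in Rhine by a median log2 difference of -0.183 (before normalization, the median Cy3 signal of an array was 882.4 for Danube and 1070.2 for Rhine) and the Cy5 signal alone gave 50.4% higher probes. The bounds of these tests were set after the values were seen. They were later made uniform, which moved the explanation by 2 wide arrays from rejected to undecided. Loess fitted on the kept probes gave 64.4% and leaving out Danube replicate 2 and Rhine replicate 1 gave 77.8%, values between the bounds set for these explanations, so they cannot be told apart from the rest. A response of the worms to the Rhine sediment stays open and was not tested apart from these.

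Arrays of 1 sediment correlated more with each other than with other arrays, by 0.0518. The slide series as the whole cause is argued against by the separation of Elbe from Rhine arrays, which share 1 series (0.0836 against 0.0458 for the highest of the other splits, exact permutation p = 0.00794). For the Danube arrays the series may be the source, since Danube replicate 5 correlated with Danube replicates 1 to 4 no more than with the Elbe and Rhine arrays (difference -0.001, against 0.026 to 0.04 for the other Danube arrays). That value is barely under 0 and comes from 1 array. The sediment stays open as an explanation.

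Over the 921 probes chosen to differ between the sediments, the arrays of 1 sediment clustered together by 0.273. The choice of the probes may be the source, since the same choice under permuted labels gave a median of 1.066 times that separation, and 74 of 100 labellings reached it. Permuted labels chose fewer probes, however, with a median of 391 and at most 806, so sets of unlike size were compared. In the authors' value table the median under permuted labels was 0.911 times the real separation, and yet the real value of 0.401 lay above every permuted one (highest 0.398). Permuted labels chose a median of 1516 identifiers there and at most 2067, against 2185 with the real labels. In that table the choice of probes may thus make most of the separation, and a smaller part beyond it stays open as a difference between the sediments.

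Single arrays stood apart from the other 4 of their sediment in 21 of 255 groups of 5, where chance gives about 12.8. For log2 ratios of genes in Danube, replicate 5 was at -1.529 for agl-1, replicate 3 at -0.568 for ndub-2, replicate 4 at 1.171 for rpl-15 and 0.855 for rps-24, and replicate 2 at -0.746 for nduv-2, -0.615 for rpl-18A and -1.123 for wrn-1. In Elbe, replicate 3 was at -3.2 for tre-3, replicate 4 at 0.853 for gst-7, replicate 1 at -0.733 for hpo-19, and replicate 2 at 2.4 for R05G6.1 and 1.68 for F23D12.1. In Rhine, replicate 4 was at -1.225 for tre-3, replicate 3 at -1.59 for agl-1, 0.819 for rplp-2.1 and 0.382 for rpl-15, and replicate 1 at -1.993 for Y54E2A.6, 3.981 for rps-24, 2.272 for sodh-2 and -4.174 for old-2. Rhine replicate 1 also had a median Cy3 signal of 1585.9, against 985.5 to 1155 for the others. By array, Rhine replicate 1 accounted for 5 of the 21, and Danube replicate 2 and Rhine replicate 3 for 3 each.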

How the results depend on the processing

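Confidence of at least 0.1, the Cy5 signal alone, loess on the kept probes, the data without the 2 widest arrays and the methods' t-test on the value table were chosen after seeing the data. Probes called in Elbe against Danube were 1 in the reported analysis and 0 with global loess, no spot filter, only the 2 groups compared, the authors' value table, the slide series as a block, the Cy5 signal alone, loess on the kept probes and without the 2 widest arrays. They were 2 with scaling between arrays, without the dimmest probes and with the methods' one-way test after adjustment, and 5 with good spots on all 15 arrays and with array weights. Calls in Rhine were 0, and 6 with good spots on all 15 arrays, 4 with a confidence of at least 0.5 and 1 with the Cy5 signal alone. Calls in Elbe against Rhine were 0, and 1 with global loess, 2 with only the 2 groups and with loess on the kept probes, 3 with a confidence of at least 0.1, 4 with median centring and without the dimmest probes, 6 with a confidence of at least 0.5, 8 with array weights and 14 with good spots on all 15 arrays. The Elbe count at the methods' thresholds, 336, was 809 without a spot filter, 1115 in the value table, 1095 with the methods' t-test on it, 183 with good spots on all arrays, 55 with a confidence of at least 0.5 and 95 with the slide block. The Rhine count, 685, was 1811 with median centring, 1288 without a spot filter, 1325 in the value table, 391 with good spots on all arrays, 88 with a confidence of at least 0.5, 448 with array weights, 432 without the 2 widest arrays, 393 with the one-way test over 3 groups, 380 with the methods' t-test and 118 with the slide block. Stricter spot filters test fewer probes, and the cause of the other shifts was not tested. Probes higher in both, 92, were 23 with the slide block and 31 with the Danube arrays divided. Probes lower in both, 7, were 119 in the value table, 32 with the slide block, 16 with the Cy5 signal alone and 4 with the Danube arrays divided, where the correlation of the fold changes went from 0.469 to 0.016. The separation of the sediments, 0.0518, kept its side of the threshold under the settings it was run with, which leave out the blocks, array weights and only the 2 groups, except that over only the probes past the thresholds it was 0.273 with a p of 0.74 by permutation. Ribosomal genes in Rhine, ranked below other genes in the reported analysis, passed upward with median centring (median 1.18), and the genes of Additional file 7 turned to a higher rank with the Cy5 signal alone (medians 0.682 in Elbe and 0.326 in Rhine). Leaving out each array in turn gave 0 to 1 calls in Elbe, 0 to 0 in Rhine and 0 to 5 in Elbe against Rhine, 260 to 395 and 482 to 752 probes at the thresholds, 51 to 131 and 7 to 20 probes shared upward and downward, correlations of 0.425 to 0.568 and separations of 0.0391 to 0.0599. The replicate numbers do not pair the samples, since deviations of same-numbered arrays correlated from -0.04 to 0.126, with 2 of 15 pairs over 0.1 and 7 closest to their own number. With the replicate block the calls were 1 in Elbe, 0 in Rhine and 1 in Elbe against Rhine, and 13 probes were lower in both, and the list of the proteasome, Rhine vs Danube, had an adjusted p of 0.0841. Over all settings 192 main values kept their side and size, 76 moved and 1 lost its threshold. Of the values of gene lists 1979 kept their call and direction, 240 moved, 16 gained and 22 lost a call and 3 turned, and of those of single genes 3776 kept, 37 moved, 19 gained and 20 lost a call. Spots of the lowest grade on each array limit what can be measured.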

Differences from the paper's values

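Counts first. The paper gives 18653 transcripts with spots of good quality and 5347 probes passed the filter here, while the settings without a spot filter (19084) and with the authors' value table (18266) are within 1.5 times and the other alternatives are not. The paper's counts of transcripts past 1.4-fold are 4742 in Elbe and 4999 in Rhine, and those here are 1365 and 2027, and no alternative set before the data were examined comes within 1.5 times. Its own filter left more genes than the 5347 probes here, so these and the following counts are taken over unlike sets. Of transcripts at the methods' thresholds in Elbe the paper gives 748 and the count here was 336, with 809 without a spot filter and 1115 in the value table within 1.5 times. After correction for multiple testing the paper gives 41 transcripts in Elbe and 34 in Rhine, without naming a threshold, and the counts here were 1 and 0 at an adjusted p of 0.05, and no alternative comes within 1.5 times.

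By direction, the text of Additional files 1 and 2 used here holds 746 of the 748 transcripts at the methods' thresholds that the paper gives for Elbe and 694 of the 697 for Rhine, and the counts from it are the paper's below. It gives 462 higher and 284 lower transcripts in Elbe, and the counts here were 232 and 104. Without a spot filter they were 436 and 373, and the value table gave 573 higher, all within 1.5 times. In Rhine it gives 281 higher and 413 lower, and the counts here were 608 and 77. For the higher ones array weights (362), good spots on all 15 arrays (362), only the 2 groups compared (413) and leaving out Danube replicate 2 (394) come within 1.5 times, as does the methods' t-test on the ratios (328). For the lower ones the setting without a spot filter (487) does. Of transcripts changed in both exposures, the paper gives 53 higher and 56 lower, and the counts here were 92 and 7. For the higher ones leaving out Danube replicate 2 (51), Elbe replicate 2 (67), 4 (68) or 5 (75), or Rhine replicate 3 (76), 4 (66) or 5 (75) comes within 1.5 times, and for the lower ones no alternative does.

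For single genes, log2 fold changes of the paper's tables were compared with those here, and 21 of 62 differ, where a value was taken to differ if its sign was the other one or if it lay further away than the largest of the 3 SDs between the 5 arrays of a sediment, so that genes with a wide spread, such as agl-1 and bec-1, count as not differing. For all 21 the authors' value table is the alternative that does not differ. In Elbe the paper's values and those here are -0.737 and 0.289 for C28H8.3, -1.059 and 0.178 for Y54E2A.6, -1.089 and 0.125 for aagr-1, 1.926 and 0.312 for ndub-2, 0.895 and 0.111 for atp-5 and 0.824 and 0.086 for cox-7C. For the rplp-2.1 log2 fold change they are 1.299 and -0.216, for the rpl-36 log2 fold change 1.118 and 0.229, and for the rps-25 log2 fold change 0.888 and -0.211. They are 0.971 and 0.081 for rpl-30, 0.799 and 0.053 for rpl-18A, 0.705 and 0.203 for rpl-21, 0.614 and -0.244 for rpl-15 and 0.911 and 0.295 for snb-1, which also do not differ under median centring. For abi-1 they are 0.895 and 0.207, which do not differ under global loess (0.566) and median centring (0.792) either, for rpa-1 1.438 and 0.449, which do not differ with the slide series as a block (0.752) either, and 1.202 and 0.207 for sip-1 and -1.644 and -0.873 for nhx-2. In Rhine they are -1.644 and -0.691 for Y54E2A.6, -0.713 and 0.816 for the rps-24 log2 fold change, and -1.358 and -0.054 for the rps-20 log2 fold change, which also do not differ under global loess (-0.802), median centring (-0.491) and without Danube replicate 5 (-0.243), Rhine replicate 2 (-0.278) or Rhine replicate 3 (-0.437). Of the 21, 7 have the other sign here, namely C28H8.3, Y54E2A.6, aagr-1, rplp-2.1, rps-25 and rpl-15 in Elbe and rps-24 in Rhine. Of these, aagr-1 had -0.157 without Danube replicate 2, the rpl-15 log2 fold change was -0.02 without Danube replicate 4, and the rps-24 log2 fold change was 0.013 without Rhine replicate 1.

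Alternatives chosen after seeing the values also close some gaps. The methods' t-test on the value table, chosen after seeing the values, gave 1095 transcripts in Elbe, of which 638 were higher, and 575 lower in Rhine, all within 1.5 times of the paper's counts, while its 457 lower in Elbe and 450 higher in Rhine are not, and it leaves out 29 of the 746 transcripts listed for Elbe and 31 of the 694 listed for Rhine. With the Cy5 signal alone, chosen after seeing the values, 387 higher probes in Elbe and 243 higher probes in Rhine come within 1.5 times of the paper's counts, and 17 of the 21 genes no longer differ, while it leaves out 527 of the 746 transcripts listed for Elbe, and for Rhine 198 of the 281 listed as higher and 297 of the 413 listed as lower. The reported analysis leaves out more of them, 677 for Elbe, and for Rhine 228 and 394. Loess on the kept probes, also chosen after seeing the values, gave 320 higher probes in Rhine and closes the gap for rps-20, and it leaves out 679 and 623 of the listed transcripts. The data without the 2 widest arrays, chosen after seeing the values, gave 336 higher probes in Rhine and close the gap for rps-24, and leave out 687 and 652.

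The paper states that exposure to Rhine sediment led to more transcripts that were lower than higher. Here 88.8% of those past the thresholds were higher, and in the value table of 18286 identifiers 670 were higher and 656 lower by limma, while the methods' t-test on that table, chosen after seeing the values, gave 450 higher and 575 lower, the direction the paper states. Of the transcripts in the paper's Rhine table that passed the filter on spots, 219 of 266 lay on the same side of Danube as the paper gives, and 304 of 335 did for Elbe. The study chose these transcripts on the same samples, and the Cy5 signal enters the ratios too, so these shares are not independent evidence.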

Other observations

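Cuticle collagens, the structural proteins of the worm's body wall, lay above Danube in both exposures. Of 62 measured genes 45 in Elbe and 48 in Rhine were higher (medians 0.31 and 0.43), and 9 and 14 passed the methods' thresholds upward and 0 downward, with the list past camera in Elbe (adjusted p = 0.012, and adjusted p = 0.96 with an estimated correlation) and not in Rhine (adjusted p = 0.359). col-124 had a log2 fold change of 1.08 (SE 0.29) in Elbe and col-129 1.07 (SE 0.34) in Elbe and 1.23 (SE 0.34) in Rhine. Of 22 proteasome genes 15 in Elbe and 20 in Rhine were above Danube (medians 0.19 and 0.62), with 9 past the thresholds in Rhine (adjusted p = 0.029, and adjusted p = 0.766 with an estimated correlation) and 4 past a test adjusted over the list alone. pbs-5, rpn-8 and rpn-10 had 1.17 (SE 0.32), 0.78 (SE 0.23) and 1.50 (SE 0.46) in Rhine. dss-1, a proteasome subunit gene that the list does not hold, had -1.78 (SE 0.50) in Elbe and -0.73 (SE 0.50) in Rhine. Muscle genes were above Danube in 14 of 20 cases in Elbe and 19 of 20 in Rhine (medians 0.12 and 0.49, adjusted p = 0.801 and 0.304), among them unc-15, paramyosin, with 1.04 (SE 0.37) in Rhine. The Rhine median of muscle genes was 0.28 without Danube replicate 2. The call for cuticle collagens, Elbe vs Danube, was lost without Danube replicate 1 (adjusted p = 0.0827) and without Elbe replicate 3 (adjusted p = 0.111), and with the slide series as a block (adjusted p = 0.0672), global loess (adjusted p = 0.0759), no spot filter (adjusted p = 0.348), the dimmest probes left out (adjusted p = 0.0595) and loess on the kept probes (adjusted p = 0.0574). That for the proteasome, Rhine vs Danube, was lost without Danube replicate 1 (adjusted p = 0.0611), Danube replicate 3 (adjusted p = 0.108), Rhine replicate 3 (adjusted p = 0.0917) or Rhine replicate 5 (adjusted p = 0.0773), and with the slide block (adjusted p = 0.445) and in the value table (adjusted p = 0.934). It was lost as well with median centring (adjusted p = 0.0587), good spots on all 15 arrays (adjusted p = 0.068), the dimmest probes left out (adjusted p = 0.106), loess on the kept probes (adjusted p = 0.125) and the Cy5 signal alone (adjusted p = 0.422). With single arrays left out, the Rhine proteasome median lay between 0.538 and 0.696. The Elbe collagen median was then lowest at 0.186 without Danube replicate 2 and highest at 0.353 without Danube replicate 1. Loess on the kept probes and the Cy5 signal alone were chosen after seeing the data. The median over all kept probes was 0.075 in Elbe and 0.243 in Rhine, against which these values are to be read. In the authors' value table the Rhine medians were 0.02 for collagens, 0.06 for the proteasome and 0.08 for muscle, and with the Cy5 signal alone that of muscle was -0.06. With the slide series as a block the medians were 0.12 and 0.17 for collagens, 0.09 and 0.46 for the proteasome and -0.10 and 0.24 for muscle.

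In the reported analysis no list described below passed camera. The calls gained under other settings were those of chemoreceptors, Elbe vs Danube, (median -0.115, adjusted p = 0.0467) and metal response, Elbe vs Danube, (median 0.449, adjusted p = 0.0483) with a confidence of at least 0.5, and of nuclear hormone receptors, Elbe vs Danube, (median -0.042, adjusted p = 0.0368) with the Cy5 signal alone, chosen after seeing the data. The median values are given for Elbe and then Rhine. Translation factors had -0.02 and 0.46 (17 of 21 above Danube in Rhine, adjusted p = 0.922 and 0.304), with eef-2, an elongation factor, at 1.15 (SE 0.40) in Rhine. Fatty acid genes had 0.01 and 0.30 (21 of 27 above in Rhine, adjusted p = 0.922 and 0.568), with lbp-7, a lipid binding protein, at 1.40 (SE 0.40) in Rhine. Metal response genes had 0.35 and 0.15 over 6 genes (adjusted p = 0.801 and 0.94), and the metallothioneins mtl-1 and mtl-2 had 0.63 (SE 0.22) and 0.78 (SE 0.28) in Rhine, where 2 genes passed a test adjusted over the list alone. Antioxidant genes had 0.04 and 0.32 over 16 genes (adjusted p = 0.922 and 0.855), with the thioredoxin trx-1 at 1.18 (SE 0.42) in Rhine. ABC transporters had 0.22 and 0.50 over 10 genes (adjusted p = 0.884 and 0.955), neuropeptides 0.15 and 0.25 over 45 (adjusted p = 0.922 and 0.916), chemoreceptors 0.04 and 0.14 over 277 (adjusted p = 0.801 and 0.304) and nuclear hormone receptors -0.02 and 0.26 over 59 (adjusted p = 0.801 and 0.955). Histones had 0.01 and 0.16 over 30 genes (adjusted p = 0.801 and 0.899), intestine genes 0.03 and 0.13 over 31 (adjusted p = 0.922 and 0.855) and cuticulins and moulting genes 0.07 and 0.16 over 14 (adjusted p = 0.917 and 0.855). Apart from the 2 metal response genes, no gene of these lists passed the adjustment over all genes or over the list alone. Although their medians were above 0, camera ranked neuropeptides, chemoreceptors, histones, cuticulins, fatty acid and antioxidant genes in Elbe, and neuropeptides, chemoreceptors, nuclear hormone receptors, histones, intestine genes and cuticulins in Rhine, below the other genes, and the mean of the histones in Elbe was -0.07 and that of translation factors 0.05. With the slide series as a block the medians turned to -0.30 and -0.17 for ABC transporters and, in Elbe, to -0.06 for chemoreceptors, -0.10 for fatty acid genes, -0.10 for cuticulins and -0.03 for antioxidant genes. In the value table the Rhine medians of cuticulins, intestine genes, neuropeptides, nuclear hormone receptors, fatty acid genes, histones, translation factors and antioxidant genes were -0.09, -0.14, -0.08, -0.08, -0.05, -0.12, -0.03 and -0.004, and in Elbe those of ABC transporters, antioxidant genes, cuticulins and neuropeptides were -0.09, -0.08, -0.13 and -0.06. When single arrays were left out, the Elbe medians of antioxidant genes were as low as -0.05 (without Danube replicate 4), of cuticulins -0.03 and chemoreceptors -0.06 (both without Danube replicate 2), of intestine genes -0.02 and neuropeptides -0.04 (both without Elbe replicate 4), and those of nuclear hormone receptors, translation factors, fatty acid genes and histones, all near 0, turned without 4 to 6 of the arrays, while no Rhine median of these lists turned. With the Cy5 signal alone the Rhine medians of cuticulins, intestine genes, antioxidant genes, nuclear hormone receptors, chemoreceptors and fatty acid genes were -0.145, -0.135, -0.08, -0.07, -0.06 and -0.015. Other turns in Elbe included antioxidant genes to -0.08 with global loess, fatty acid genes to -0.03 with scaling between arrays, metal response and fatty acid genes to -0.015 and -0.055 and nuclear hormone receptors and translation factors to 0.043 and 0.011 without a spot filter, translation factors to 0.023 with global loess and 0.093 in the value table, histones to -0.015 in the value table, and with median centring nuclear hormone receptors to 0.19 and translation factors to 0.28.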
